# Genome-wide transcriptional responses of two metal-tolerant symbiotic *Mesorhizobium* isolates to Zinc and Cadmium exposure

**DOI:** 10.1186/1471-2164-14-292

**Published:** 2013-04-30

**Authors:** Géraldine Maynaud, Brigitte Brunel, Damien Mornico, Maxime Durot, Dany Severac, Emeric Dubois, Elisabeth Navarro, Jean-Claude Cleyet-Marel, Antoine Le Quéré

**Keywords:** *Mesorhizobium*, Metal tolerant rhizobia, Zinc, Cadmium, Comparative genomics and transcriptomics, RNAseq, *znu*ABC

## Abstract

**Background:**

*Mesorhizobium metallidurans* STM 2683^T^ and *Mesorhizobium* sp. strain STM 4661 were isolated from nodules of the metallicolous legume *Anthyllis vulneraria* from distant mining spoils. They tolerate unusually high Zinc and Cadmium concentrations as compared to other mesorhizobia. This work aims to study the gene expression profiles associated with Zinc or Cadmium exposure and to identify genes involved in metal tolerance in these two metallicolous *Mesorhizobium* strains of interest for mine phytostabilization purposes.

**Results:**

The draft genomes of the two *Mezorhizobium* strains were sequenced and used to map RNAseq data obtained after Zinc or Cadmium stresses. Comparative genomics and transcriptomics allowed the rapid discovery of metal-specific or/and strain-specific genes. Respectively 1.05% (72/6,844) and 0.97% (68/6,994) predicted Coding DNA Sequences (CDS) for STM 2683 and STM 4661 were significantly differentially expressed upon metal exposure. Among these, a significant number of CDS involved in transport (13/72 and 13/68 for STM 2683 and STM 4661, respectively) and sequestration (15/72 and 16/68 for STM 2683 and STM 4661, respectively) were identified. Thirteen CDS presented homologs in both strains and were differentially regulated by Zinc and/or Cadmium. For instance, several P_IB_-type ATPases and genes likely to participate in metal sequestration were identified. Among the conserved CDS that showed differential regulation in the two isolates, we also found *znu*ABC homologs encoding for a high affinity ABC-type Zinc import system probably involved in Zinc homeostasis. Additionally, global analyses suggested that both metals also repressed significantly the translational machinery.

**Conclusions:**

The comparative RNAseq-based approach revealed a relatively low number of genes significantly regulated in the two *Mesorhizobium* strains. Very few of them were involved in the non-specific metal response, indicating that the approach was well suited for identifying genes that specifically respond to Zinc and Cadmium. Among significantly up-regulated genes, several encode metal efflux and sequestration systems which can be considered as the most widely represented mechanisms of rhizobial metal tolerance. Downstream functional studies will increase successful phytostabilization strategies by selecting appropriate metallicolous rhizobial partners.

## Background

Metal extraction activities generate large amounts of contaminated materials. Mining spoils are major sources of pollution as they disperse into the surrounding environment through aerial or water erosion and can be found several kilometers away from their original site of deposit. Such sources of pollution pose significant risks to public health [1] and to ecosystem dynamics due to reduced biodiversity resulting from low plant coverage caused by soil toxicity [2]. While remediation through chemical extraction destructs soils and is more expensive, phytoremediation strategies appear as more environment-friendly and constitute long term solutions to reduce metal toxicity in polluted sites. In highly polluted soils like mining soils, where the removal of metals by phytoextraction using hyperaccumulator plants is not efficient due to the slowness of the process, the best adapted method is phytostabilization [3]. This consists in limiting the dissemination of toxic metals by using metallicolous plants, *i.e.* metal tolerant plants, to establish a persistent plant cover and prevent pollution through erosion. Such a phytostabilization approach is nevertheless challenging since it requires metallicolous plants able to grow in soils where nutrients are most often dramatically scarce. Legume/rhizobia symbioses which transform atmospheric dinitrogen into organic nitrogen is of ecological interest here as it can improve natural soil fertility and thereby allow the colonization of other plant species and the installation of a plant cover [4,5]. However, survival and proliferation of organisms on metal contaminated sites depends on their capacity to tolerate high metal concentrations and requires the acquisition of resistance mechanisms.

A recent study conducted in a former mining area contaminated by Zinc (Zn), Cadmium (Cd) and Lead (Pb), named “les Malines Mining District” in the South of France, allowed the description of 116 plant species, some of which may be used in phytoremediation projects [6]. Among the plant species listed, a leguminous plant, *Anthyllis vulneraria,* is of particular interest as it can enter in symbiosis with rhizobia. A metal tolerant symbiotic partner of *A. vulneraria* was recently characterized as a new species of *Mesorhizobium* and named *M. metallidurans*[7]. Additionally, the *Anthyllis*/*Mesorhizobium* symbiosis has been identified in the mining site of Eylie in the Pyrenees (France). Eylie’s mine soil presents a geochemical background similar to the Avinières mine where *M. metallidurans* was found. It is highly polluted by Zn, Cd and Pb (14,300 mg kg^-1^, 23 mg kg^-1^ and 4,253 mg kg^-1^, respectively) but displays higher organic carbon content [5] than the Avinières soil. *Mesorhizobium* strains isolated from *Anthyllis* are (i) capable of entering in symbiosis with metal-tolerant ecotypes of *A. vulneraria* and (ii) tolerant to several metals including Zn and Cd ; therefore, they can be used in future phytostabilization strategies and constitute a good rhizobial model for studying the mechanisms they have evolved to tolerate high metal concentrations.

Prokaryotes have developed several complex molecular mechanisms to deal with ionic homeostasis or metal toxics [8-10]. The most and best studied metal resistant model bacterium is *Cupriavidus metallidurans* CH34, which harbors in its genome an exceptionally high number of metal resistance mechanisms [11]. The major mechanisms bacteria use to counteract metal toxicity consist in (i) permeability barriers, (ii) effluxes via P_IB_-type ATPases, Resistant Nodulation cell-Division proteins (RNDs), Cation Diffusion Facilitor proteins (CDFs) or Major Facilitor Superfamily systems (MFSs), (iii) intracellular and/or extracellular sequestration and (iv) transformation of metals into a less toxic form by enzymatic detoxification [8]. Efflux systems represent the largest category of metal-resistance systems [9]. In the model bacterium *C. metallidurans*, these mechanisms are in most cases not metal specific and under the control of a complex regulatory network involving several clusters of genes and functions [12].

In order to identify genes or functions in an organism of interest, genome sequences can be produced and analyzed using comparative genomics tools. Although genomic sequence data allow for the listing of putative gene contents in an organism, they do not provide any functional evidence. To go one step further, genome-wide transcriptional analyses allow for rapid identification of genes or loci that are transcriptionally active and associated with a particular physiological state. Such transcriptomic studies can now be available for any organism at a relatively low cost using high-throughput sequencing techniques in RNA sequencing (RNAseq) experiments.

In this paper, the main goals are to study gene expression profiles associated with Zn or Cd exposure and to identify genes involved in Cd and Zn tolerance in two symbiotic *Mesorhizobium* isolates using comparative genomics and transcriptomics. Two strains isolated from mining spoils of distinct geographical origins are compared: strain STM 2683 was isolated from the Avinières mine in the Cévennes area [7] and strain STM 4661 was isolated from the Eylie mine in the Pyrénées Ariégeoises (France). The draft genome sequences were produced using mate-pair 454 pyrosequencing and analyzed using an automated microbial genome annotation pipeline. RNAseq analyses were performed on bacteria exposed for half a generation time to mild Zn or Cd stresses which affect growth negatively but only to a low extent. Using mild exposure allows for the detection of genes and mechanisms specifically induced in the response to metals while avoiding all stresses related to complex responses induced when submitting bacteria to high growth-inhibiting or lethal metal concentrations.

## Results and discussion

### Effect of Zn and Cd on *Mesorhizobium metallidurans* STM 2683^T^ and *Mesorhizobium* sp. STM 4661 growth

The effect of Zn or Cd addition to the TY growth medium was tested for the two metal-tolerant *Mesorhizobium* strains (STM 2683 and STM 4661) and for the metal-sensitive strains *M. tianshanense* (ORS 2740^T^) and *Mesorhizobium* sp. STM 2682 (Figure 1). Strains STM 2683 and STM 4661 were able to grow in media containing higher concentrations of Zn or Cd when compared to sensitive strains (MIC = 3 mM Zn and MIC > 0.5 mM Cd). In TY medium, the closely related *Mesorhizobium* strain STM 2682 or *M. tianshanense* were not able to grow when Zn or Cd concentrations were raised to 1 mM or 0.2 mM, respectively (Figure 1). 

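Cultures of *M. metallidurans* STM 2683 and *Mesorhizobium* sp. STM 4661 were compared after 5 h in TY medium without added metal (control), with 0.5 mM Zn or with 0.025 mM Cd. Each of the 6 conditions gave 1 library, made from the pooled RNA of 6 cultures, so no value has a spread between replicates and no p-value is given. The deposited files hold raw counts of 36 bp reads per annotated genomic object of each strain's own draft genome, which the authors mapped with ssaha2 and counted with BEDtools, keeping uniquely mapped reads. Total counts were 76012210 for the control, 68154709 for Zn and 64046699 for Cd in STM 2683, and 67424225, 69449996 and 76516465 in STM 4661. The paper's Table 2 gives 68,813,483 to 81,587,705 reads per library before mapping, and the values here use the counts. Counts were scaled within each strain by median-of-ratios size factors over its 3 libraries, computed without tRNA and rRNA, which ranged from 0.912 to 1.112. A log2 fold is the scaled count with metal over that of the control, and the interval in parentheses after it is an exact 95% interval that covers counting error only. A gene is said to rise or fall where its log2 fold is at least 1 in size and the mean scaled count of the compared libraries is at least 50. Levels are counts per 1000000 counts without tRNA and rRNA (CPM). Gene labels follow the files (MESS2_740030), where the paper's labels add v1 (MESS2v1_740030).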

Aiming at characterizing genes responding to Zn or Cd exposure in our mesorhizobial strains, three RNA libraries previously depleted in rRNA for both sequenced strains were prepared. The experimental design included exposure to Cd or Zn at concentrations (0.025 and 0.5 mM, respectively) that were high enough to affect mesorhizobia growth without being lethal (Figure 1). Such conditions were chosen in order to ascertain bio-availability of the metals and to avoid general and unspecific stress responses which would lead in the deregulation of a large number of genes that are not directly linked to the metal response. Furthermore, we used a short time exposure (approximately half a generation time) to these metals in order to detect genes and functions involved in the early response to the metals studied.

**Figure 1:**
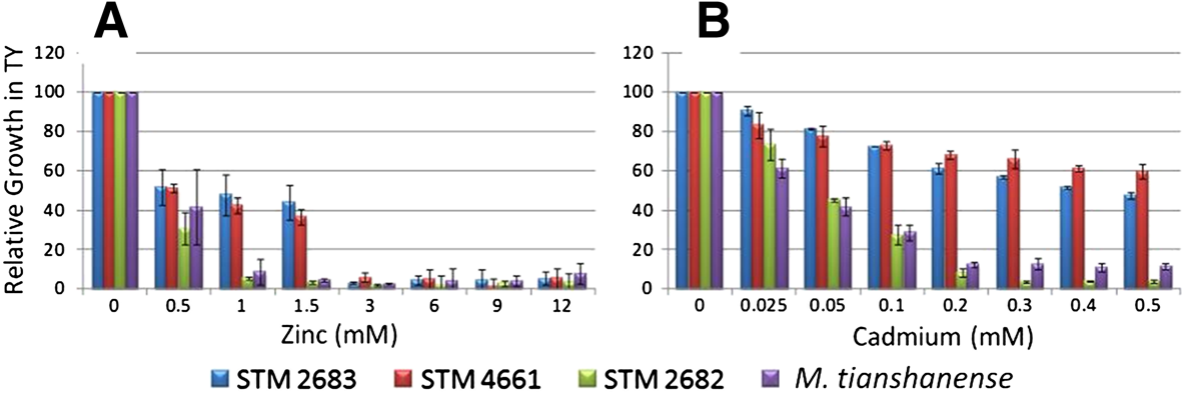
**Effect of Zinc and Cadmium on the growth of selected mesorhizobia.** Relative growth of *Mesorhizobium* strains STM 2683, STM 4661, STM 2682 and *M. tianshanense* in TY medium complemented with various concentrations of Zinc (**A**) or Cadmium (**B**). The results are the means of three replicates. Bars indicate the standard deviations from the means (±SD).

### Genome sequencing, assembly and automated annotation

In order to identify the genetic bases of our two metal-tolerant mesorhizobia and to use them as references to map sequence reads from the transcriptome data sets, the draft genomes of the two studied strains were first sequenced using half a 454 run (Titanium kit) with paired-end reads from an 8 kb genomic bank for each isolate. After the assembly, the comparison with *M. huakuii* MAFF 303099 genome (chromosome accession number: BA000012, plasmid pMLa: BA000013 and pMLb: AP003017) led for both genomes to the identification and organization of 1 chromosomal (~6 Mb) and 1 plasmidic (~250 Kb) scaffolds. These genomes were integrated into the MicroScope platform [13] to perform automatic and expert annotation of the genes, providing 6,908 genomic objects for STM 2683 and 7,065 for STM 4661. Genome sequences are also available from European Nucleotide Archive under accession numbers CAUM01000001-CAUM01000191 for strain STM 2683 and CAAF010000001-CAAF010000089 for strain STM 4661. The general genome characteristics for the two analyzed strains are listed in Table 1. As expected, CDS located on the plasmids were less conserved. We found that only 12% and 15% of CDS located on plasmids of STM 2683 and STM 4661 respectively possessed at least one homolog in the other strain. Despite the lower conservation observed for genes located on plasmids, we did not identify an over-representation of operons or genes that were associated with metals. Such results suggest that plasmids harbor accessory genes which are not specialized in metal adaptation in the strains STM 2683 and STM 4661 contrary to the model *C. metallidurans* CH34 where most metal-responsive genes are plasmid-borne [14].

**Table 1:** Genome overview after automated annotation in MAGE

**Characteristics**	**STM 2683**		**STM 4661**	
	**Chromosome**	**Plasmid**	**Chromosome**	**Plasmid**
**Sequence length (bases)**	6,020,204	233,929	6,304,314	251,782
**GC (%)**	62.53	60.53	62.44	60.53
**Number of Scaffolds**	3	2	1	1
**Number of Contigs**	171	20	83	6
**Nosferatu Repeated Regions (%)**	5.4	2.47	4.99	0
**Average CDS length (bp)**	825.98	755.96	845.13	838.18
**Average intergenic length (bp)**	134.86	162.18	139.62	160.14
**Protein coding density (%)**	88.01	86.25	88.01	87.12
**Number of Genomic Objects (CDS, fCDS, rRNA, tRNA, miscRNA)**	6,628	280	6,791	274
**Number of CDSs**	6,512	272	6,683	267
**Number of fCDSs**	54	6	40	4
**Number of misc_RNAs**	14	2	16	3
**Number of rRNAs**	3	0	3	0
**Number of tRNAs**	45	0	49	0

In order to estimate genomic divergence between the two strains, we explored the proportions of homologous CDS as a function of the identity percentage. Homologous genes present in the two strains were retrieved with the comparative genomics phyloprofile tool in MicroScope. Using an alignment threshold of 80% identity over at least 80% of the query sequence and target size, approximately 4,200 homologous genes, present in both strains, were identified (4,183 CDS from STM 2683 presented at least one homolog in STM 4661 and 4,186 CDS from STM 4661 presented a minimum of one homolog in STM 2683). These results show that approximately two thirds of the genomes are conserved in the two sequenced metal-tolerant strains (data not shown).

A comparative genomic study was performed with the seven available sequenced *Mesorhizobium* genomes; three metallicolous genomes (*M. metallidurans* STM 2683^T^, *Mesorhizobium* sp. STM 4661 and *M. amorphae* CCNWGS0123) and four non-metallicolous genomes (*M. ciceri* bv. *biserrulae* WSM 1271, *M. opportunistum* WSM 2075, *M. huakuii* MAFF303099, *M. australicum* WSM 2073) : it shows that among annotated CDS, putative genes that encode transport and sequestration proteins were over-represented in the three metallicolous mesorhizobial genomes (data not shown).

### RNAseq analysis, mapping and statistical analyses using DESeq

The universal bacterial rRNA subtraction kit (Microbe Express, Ambion) allowed for the removal of most rRNAs. Qualitative analyses of RNA samples prior and after depletion indicated that total RNA was of high quality (RIN values ranging from 7 to 10) and that most 16S and 23S rRNA peaks were removed after depletion (Additional file 1). The mRNA samples were sequenced in 36 bp-cycles using the illumina HiSeq2000 (San diego, CA) with SBS technology. A lane of a FlowCell was used per sample. Image analyses and basecalling were conducted using the HiSeq Control Software (HCS 1.1.37.8) and RTA component (RTA 1.7.48). The RNAseq data are available from NCBI GEO datasets under the accession number GSE45693. The number of reads which passed the initial quality filter varied from 68.8 to ca 81.6 million and the quality analyses of the sequencing runs showed that the sequencing step was successful (data not shown). The general characteristics of the RNAseq data, listed in Table 2, showed homogeneity between treatments and strains. Notably, we found that more than 97% of the sequence reads were mapped at least once onto genomic objects identified via the automated annotation Microscope pipeline. If we consider that total bacterial RNA is composed of 95% rRNA, we found that the percentage of rRNA depletion was high (ranging from 92 to 96%) confirming that the kit used was well suited for our *Mesorhizobium* strains.

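Ribosomal RNA took 54.5% of the counts in the control library of STM 2683, 44.8% with Zn and 50.3% with Cd. In STM 4661 it took 58.5% in the control, 54.6% with Zn and 62.0% with Cd. Most of it was 23S rRNA, which held from 38.1% of all counts in STM 2683 with Zn to 52.9% in STM 4661 with Cd. Transfer RNA took 0.612%, 0.644% and 0.695% of the counts in the control, Zn and Cd libraries of STM 2683, and 0.964%, 1.11% and 0.646% in those of STM 4661. Plasmid genes took 0.735%, 0.981% and 0.786% in STM 2683 and 0.401%, 0.454% and 0.382% in STM 4661. These shares include rRNA and so move with its depletion. Among the counts without rRNA, tRNA of STM 2683 took a lower share with Zn than in the control, plasmid genes of STM 2683 a lower share with Cd, and plasmid genes of STM 4661 a higher share with Cd. At these depths the exact binomial 95% intervals are narrow, as from 0.733% to 0.737% for the plasmid genes of the STM 2683 control. They cover counting error only, and not variation of cultures, rRNA depletion or library preparation. With 95% rRNA before depletion, the share that the paper assumes, these shares of the counts on annotated objects correspond to a depletion of 93.7%, 95.7% and 94.7% in STM 2683 and of 92.6%, 93.7% and 91.4% in STM 4661.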

**Table 2:** RNAseq overview and mapping

Characteristics*	**STM 2683**			**STM 4661**		
	**Control (TY)**	**Zinc (0.5 mM)**	**Cadmium (0.025 mM)**	**Control (TY)**	**Zinc (0.5 mM)**	**Cadmium (0.025 mM)**
**Total read number**	81,308,886 (100%)	73,773,403 (100%)	68,813,483 (100%)	72,111,015 (100%)	74,765,870 (100%)	81,587,705 (100%)
**Nb of unmapped reads**	1,949,038 (2.40%)	2,031,313 (2.75%)	1,892,551 (2.75%)	1,623,268 (2.25%)	1,718,059 (2.30%)	1,776,552 (2.18%)
**Nb of reads mapped at least once**	79,359,848 (97.60%)	71,742,090 97.25%)	66,920,932 (97.25%)	70,487,747 (97.75%)	73,047,811 (97.70%)	79,811,153 (97.82%)
**Nb of reads mapped on rRNA**	41,428,635 (50.95%)	30,531,652 (41.39%)	32,224,949 (46.83%)	39,466,389 (54.73%)	37,982,860 (50.80%)	47,500,946 (58.22%)
rRNA depletion rate **	94.3	96.1	95.1	93.3	94.3	92.3
**Nb of reads kept (only reads uniquely mapped)**	78,729,668 (96.83%)	71,178,074 (96.48%)	66,380,750 (96.46%)	70,090,461 (97.20%)	72,683,423 (97.21%)	79,431,748 (97.36%)
**Nb of reads kept against chromosome**	78,147,818 (96.11%)	70,490,263 (95.55%)	65,861,607 (95.71%)	69,802,581 (96.80%)	72,348,246 (96.77%)	79,118,286 (96.97%)
**Nb of reads kept against plasmid**	581,850 (0.72%)	687,811 (0.93%)	519,143 (0.75%)	287,880 (0.40%)	335,177 (0.45%)	313,462 (0.38%)
Nb of reads kept for downstream analyses***	37,301,033 (45.86%)	40,646,422 (55.10%)	34,155,801 (49.64%)	30,624,072 (42.47%)	34,700,563 (46.41%)	31,930,802 (39.14%)

* Numbers of reads per sample obtained after mapping analyses are indicated together with their proportions relative to the total read numbers in parentheses.

** Estimated rRNA substitution rate, considering that 95% of the RNA was initially composed of rRNA.

***Only reads that uniquely mapped, and did not map rRNAs.

After removal of all rRNA reads, more than 30 million sequence reads for each treatment mapped uniquely onto genomic objects and were used to estimate gene expression. 

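Messenger, transfer and small RNA together held 34621719 counts in the control library of STM 2683, 37651765 with Zn and 31852248 with Cd. In STM 4661 these counts were 27999119 in the control, 31504650 with Zn and 29059403 with Cd. Protein-coding genes held most of them, from 97.3% in the Zn library of STM 4661 to 98.7% in the Zn library of STM 2683.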

Interestingly, sequence reads were successfully assigned to all predicted genomic objects, suggesting that all CDS were transcribed and that sequencing was deep enough to cover the full transcriptomes. 

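All 6843 CDS of STM 2683 and all 6994 CDS of STM 4661 had at least 1 count in each of the 3 libraries of their strain. The lowest count was 5 in each library of STM 2683, for a different gene in each, and 1 (MESS4_830502, control), 2 (MESS4_60001, Zn) and 2 (MESS4_160027, Cd) in STM 4661. Fewer than 10 counts were found for 7, 6 and 10 of the 6907 genomic objects in the control, Zn and Cd libraries of STM 2683, and for 10, 7 and 12 of 7065 in STM 4661. Fewer than 50 counts were found for 122, 105 and 148 objects in STM 2683 and for 216, 175 and 226 in STM 4661.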

All read mapping data for STM 2683 and STM 4661 are accessible from the Microscope interface [15]. Using the MicroScope automated RNASeq pipeline, mapping results were then translated into raw read counts for each gene and processed through the DESeq statistical package [16] to normalize and test for differential expression between conditions (see Methods). Basically, DESeq estimates library size factors to normalize gene read counts between samples by assuming that a majority of genes have comparable expression levels in all samples. It then estimates gene expression dispersion due to biological and technical variations within each condition, and models it using negative binomial distributions. Genes for which expression levels significantly differ from the estimated dispersion are then called as differently expressed, and DESeq provides *p-values* adjusted for multiple testing with the Benjamini-Hochberg procedure [17] to control the false discovery rate (FDR). Although each sample (composed of 6 pooled biological replicates) was sequenced once, DESeq was able to estimate gene expression dispersion by assuming that most genes have similar expression across treatments. This method overestimates dispersion relatively to when sample replicates are available, resulting in more conservative differential expression calls and slightly lower sensitivity [16]. The data produced using DESeq for all predicted CDS are accessible from the Microscope interface [15].

Possible ways to estimate the quality and reproducibility of the RNAseq data produced consist in comparing the distributions of (i) the read number per CDS prior to normalization and (ii) the differential expressions of CDS in all comparisons after normalization. Because we observed a wide magnitude in the read count numbers per CDS, a logarithmic transformation of these data was performed. A logarithmic base-2 transformation of fold changes was used to represent expression differences. The Additional file 2 reports the descriptive statistics obtained from our quantitative RNAseq datasets. 

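Over the 6859 genes of STM 2683 without tRNA and rRNA, the log2 folds had a variance of 0.0687 for Zn against control, 0.0636 for Cd against control and 0.0751 for Cd against Zn. Over the 7013 genes of STM 4661 the variances were 0.0685, 0.0578 and 0.0682 for the same comparisons. The standard deviations ranged from 0.240 for Cd against control in STM 4661 to 0.274 for Cd against Zn in STM 2683. These variances are across genes, and they hold counting error as well as any difference between the cultures.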

The variances obtained in expression statistical analyses (Additional file 2) were low (ranging from 0.058 to 0.075), indicating that most predicted genes presented similar expression levels across treatments. Box plots can be used to compare the general characteristics of large datasets. These were produced in order to compare the distributions of our RNAseq data between treatments but also between strains (Figure 2). The median read number per CDS was above 1,000 (log value > 3). It varied from 1,432 to 1,714 for STM 2683 and from 1,180 to 1,342 for STM 4661 (Additional file 2). 

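Over all genomic objects, the median count of STM 2683 was 1513 in the control, 1715 with Zn and 1433 with Cd. In STM 4661 it was 1180 in the control, 1342 with Zn and 1197 with Cd. On the log10 scale the quartiles were 2.74 and 3.61 in the STM 2683 control and 2.62 and 3.50 in the STM 4661 control. Without tRNA and rRNA the medians were 1506, 1708 and 1426 in STM 2683 and 1176, 1340 and 1193 in STM 4661.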

The lower median read number per CDS obtained from the RNAseq data of STM 4661 can be attributed to the larger number of reads mapped on ribosomal RNAs as well as the higher CDS number that was predicted in this isolate. Nevertheless, despite this shift in the median values, comparable distributions were found as indicated by box sizes and box plot whiskers (Figure 2A). The box plots representing the distributions of expression differences (corresponding to log2 fold changes) for all possible comparisons and for the two isolates were also very similar (Figure 2B). In this case, the interquartile values obtained were lower than 0.3 for all comparisons, which is equivalent to a negative or a positive fold change of 1.11 or less for 50% of the annotated CDS. Furthermore, whiskers sizes (+/− 1.5 of the interquartile values representing more than 95% of the data in our distributions) were similar between comparisons and isolates and close to a log2 fold change of +/− 0.5, showing that for more than 95% of the predicted CDS, fold changes under 1.41 were observed. These results indicate that the treatments did not have a profound effect at the genome-wide expression level and that the majority of CDS were not affected by the treatments. 

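Most genes had nearly the same scaled count in the libraries of a strain. The scaling sets the median log2 fold near 0, so a shift shared by most genes would not be seen. Between 95.7% and 96.6% of genes had a log2 fold within 0.5 of 0 in each of the 6 comparisons, Cd against Zn included. Between 53.8% and 63.1% lay within 0.15 of 0. The interquartile range was 0.262 for Zn and 0.275 for Cd against control in STM 2683, and 0.274 and 0.230 in STM 4661. Genes that rose or fell at least 2-fold made up 0.371% of those measured with Zn and 0.475% with Cd in STM 2683, and 0.323% with each metal in STM 4661.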

Histograms showing the distributions of the log10 read counts for each treatment and the log2 fold changes for all comparisons are presented in Additional files 3 and 4, respectively. Interestingly, they were very similar for all treatments and therefore were not strain-specific showing that the transcriptome sequencing step was reproducible at the quantitative level.

**Figure 2:**
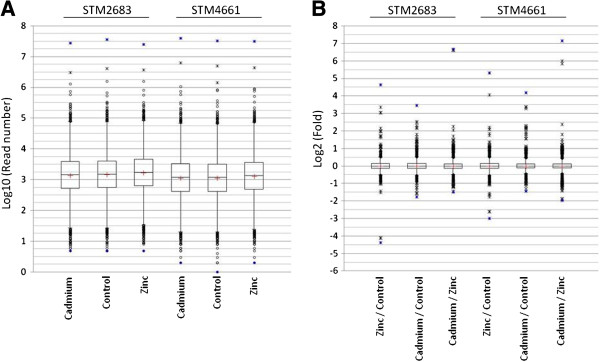
**Distributions of the RNAseq datasets using Box plot representations.** (**A**) Box plots representing expression level distributions (log10 of read numbers) for all CDS in the three treatments (Cadmium, Control or Zinc, bottom of the graph) and for the two isolates (STM 2683 and STM 4661, top of the graph). (**B**) Box plots representing the distributions of the log2 fold changes for all possible comparisons (bottom of the graph) for all CDS and for the two isolates (top of the graph). The mild and extreme outliers are represented by empty circles and stars, respectively, and whiskers correspond to + and – 1.5 of the Interquartile values (bars). Extreme values are in blue and mean values are represented by red crosses.

The box plot and histogram graphical representations showed that the distributions of the data were quantitatively comparable between treatments and strains. However, these representations do not allow to test if read numbers affect differential expression variance, especially for genes that are lowly transcribed. In order to visualize and estimate data dispersion according to read count levels, scatter plots and MA plots were produced for each Metal *vs* Control comparison (Additional files 5 and 6). These representations show that the data were highly centered in all comparisons. Correlation factors (R^2^ values) were calculated for CDS classified by their mean read numbers for all scatter plots (Additional file 5). As expected, the correlation factor generally increased with the read count number per CDS, even though a rather high correlation factor (R^2^ > 0.73) for CDSs with a mean read number under 100 was found. 

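In the class with a mean count under 100, R2 across genes between metal and control was 0.800 for Zn (295 genes) and 0.716 for Cd (308 genes) in STM 2683, and 0.749 (465 genes) and 0.765 (479 genes) in STM 4661. Taking genes as independent, the 95% interval of the lowest of these was 0.658 to 0.766. With mean counts from 100 to 999, R2 was 0.910 and 0.907 in STM 2683 and 0.910 and 0.920 in STM 4661. With mean counts from 1000 to 9999 it was 0.892 and 0.916 in STM 2683 and 0.910 and 0.940 in STM 4661. From 10000 on it was 0.980 and 0.982 in STM 2683 and 0.978 and 0.971 in STM 4661. These values use the linear scale. The paper's methods name a log10 transformation for the counts of Additional file 5, and on that scale the lowest R2 of the class under 100 was 0.807. Genes are not replicates, so these values describe how tightly the genes of a library pair lie on 1 line.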

Altogether, our data show that the RNAseq approach produced high quality and quantitative data, even for lowly expressed CDS.

### Quantitative PCR on selected genes

The reliability of our RNAseq data can be assessed by comparing the differential expression of a set of regulated genes using an alternative approach such as quantitative real time PCR (qPCR). The relative expression of five genes present in both studied microbial genomes was estimated using qPCR. 

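The genes *recA*, for the recombinase of homologous recombination, and *glnA*, for glutamine synthetase, kept nearly the same scaled counts across the 3 libraries of each strain. In STM 2683 *recA* (MESS2_330003) had a log2 fold of -0.06 (-0.09 to -0.03) with Zn and 0.00 (-0.03 to 0.03) with Cd. *glnA* (MESS2_390006) had -0.08 (-0.09 to -0.06) and -0.03 (-0.05 to -0.01). In STM 4661 *recA* (MESS4_540005) had 0.04 (0.01 to 0.06) and 0.02 (-0.01 to 0.04), and *glnA* (MESS4_580041) had -0.07 (-0.10 to -0.05) and 0.01 (-0.02 to 0.03). Their levels were between 688 and 1413 CPM.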

Three genes presenting significant differential expression values after DESeq analyses in our RNAseq data (genes encoding for a metal-translocating P_IB_-type ATPase: MESS2v1_740030 / MESS4v1_360013, a periplasmic binding protein of the ABC-type transporter: MESS2v1_300037 / MESS4v1_520016, and a putative Signal peptidase II: MESS2v1_740019 / MESS4v1_360023 in STM 2683 / STM 4661, respectively) were chosen and analyzed using two reference genes (*rec*A *and gln*A) whose expression was unaltered by metal treatment. The logarithm (base 2) ratios (Zn or Cd treatment / control treatment) were assessed in the two strains using the same pooled extracted RNA samples that were used for the RNAseq. The relative expression values obtained by qPCR for each gene and for the two treatments were calculated using the mean values obtained using the two reference gene expression values as standards. These relative expression levels were compared to those obtained with the RNAseq approach (Additional file 7). We found that the genes identified as significantly regulated using the genome-wide approach were also differentially expressed by qPCR for both isolates (Additional file 7A, B, D and E). Despite a higher up-regulation observed by qPCR for MESS2v1_740019 upon Cd treatment on STM 2683, a correlation factor (R^2^) above 0.9 was found for both isolates when plotting the log2 (Metal / control) values obtained for the five selected genes using the genome-wide RNAseq approach against the qPCR data (Additional file 7C and F). Differences in the amplitude of the deregulation between the two techniques could be attributed to the PCR step used to amplify libraries prior to Illumina sequencing or to differences resulting from the mRNA purification procedure. Nevertheless, the high correlation between the two approaches shows that RNAseq data can be used to assess the global gene expression levels in our *Mesorhizobium* strains and more particularly to identify the genes specifically induced or repressed by Zn or Cd.

To estimate the biological variance of our data, the relative expression ratios of the same target genes were also studied by qPCR in STM 2683, using total RNA isolated from independent biological replicates as starting materials, and the ratios were compared to the results obtained using pooled RNA samples (Additional file 8). Again, a high correlation factor (above 0.99) was obtained between replicates (data not shown). We found that the relative expression values obtained from the pooled RNA samples and the biological replicates were very similar with both metal treatments and the standard deviations between technical replicates were comparable to those obtained in biological replicates (Additional file 8A and B) and were highly correlated (R^2^ > 0.98) (Additional file 8C). Altogether, the high correlation factors we obtained show that the RNAseq data produced in the present study contain reliable relative expression values. This is in agreement and in line with the RNAseq data analyses which showed high correlations of the read count numbers between treatments at the genome-wide level. Despite its relatively high cost, the RNAseq approach, which is based on transcript sequencing, represents a choice method for quantitative transcript measurements: the generated sequences are proofs of the corresponding gene transcriptional activities as compared to other indirect global approaches based on hybridization or qPCR which allow for the quantification of transcript levels for a limited set of targets.

### Functional composition of *Mesorhizobium* transcriptomes and alteration upon metal exposure

The functional COG classifications of all CDS in the two *Mesorhizobium* genomes under study were obtained automatically using COGNiTOR [18] (Table 3).

**Table 3:** COG functional assignment of CDS detected in the genomes of STM 2683 and STM 4661

**COG Class ID**	**Process**	**Description**	**CDS Number**	
			2683*	4661**
**B**	INFORMATION STORAGE AND PROCESSING	Chromatin structure and dynamics	5	6
**C**^**1, 2**^	METABOLISM	Energy production and conversion	370	393
**D**^**2**^	CELLULAR PROCESSES AND SIGNALING	Cell cycle control, cell division, chromosome partitioning	54	51
**E**^**1**^	METABOLISM	Amino acid transport and metabolism	1111	1135
**F**	METABOLISM	Nucleotide transport and metabolism	134	128
**G**^**1**^	METABOLISM	Carbohydrate transport and metabolism	628	604
**H**	METABOLISM	Coenzyme transport and metabolism	194	210
**I**	METABOLISM	Lipid transport and metabolism	279	295
**J**^**1, 2**^	INFORMATION STORAGE AND PROCESSING	Translation, ribosomal structure and biogenesis	247	257
**K**	INFORMATION STORAGE AND PROCESSING	Transcription	526	540
**L**^**2**^	INFORMATION STORAGE AND PROCESSING	Replication, recombination and repair	278	257
**M**^**1, 2**^	CELLULAR PROCESSES AND SIGNALING	Cell wall/membrane/envelope biogenesis	322	343
**N**^**2**^	CELLULAR PROCESSES AND SIGNALING	Cell motility	69	48
**O**^**2, 3**^	CELLULAR PROCESSES AND SIGNALING	Posttranslational modification, protein turnover, chaperones	227	213
**P**^**1, 3**^	METABOLISM	Inorganic ion transport and metabolism	629	654
**Q**	METABOLISM	Secondary metabolite biosynthesis, transport and catabolism	249	263
**R**^**1**^	POORLY CHARACTERIZED	General function prediction only	994	1058
**S**	POORLY CHARACTERIZED	Function unknown	421	454
**T**^**2**^	CELLULAR PROCESSES AND SIGNALING	Signal transduction mechanisms	237	237
**U**^**2**^	CELLULAR PROCESSES AND SIGNALING	Intracellular trafficking, secretion, and vesicular transport	107	91
**V**	CELLULAR PROCESSES AND SIGNALING	Defense mechanisms	204	205
**W**	CELLULAR PROCESSES AND SIGNALING	Extracellular structures	1	1

* 4,903 CDS out of 6,844 (71.6%) were assigned to at least one COG class ID for STM 2683.

** 5,042 CDS out of 6,994 (72.1%) were assigned to at least one COG Class ID for STM 4661.

^1^ COG Class representing more than 5% of the transcriptomes for both strains and for all treatments (cf. Figure 3).

^2^ Transcriptionally over-active COG Class for both strains and in all treatments (cf. Figure 4).

^3^ COG Class presenting a higher proportion of differentially regulated genes for both strains and both metal treatments when compared to control treatments (cf. Figure 5).

To estimate absolute RNA contents in *Mesorhizobium* transcriptomes in relation to functional classes, the sums of reads for the CDS assigned to each COG functional category were calculated for each treatment. The pie charts representing the proportions of each COG class (B-W) in the transcriptomes of *Mesorhizobium* were produced using the means of read numbers for all three treatments (Figure 3A and 3C for STM 2683 and STM 4661, respectively). For all the 6 transcriptomes obtained by RNAseq (2 isolates and 3 treatments), the median read number per COG class was calculated to distinguish the most represented classes at the quantitative level in the transcriptomes (Figure 3B and 3D for STM 2683 and STM 4661, respectively). The most represented functional categories at the transcriptional level in both isolates belonged to metabolism processes, principally COG classes E, G, P and C which refer to the metabolism and transport of amino acids, carbohydrates, inorganic ions and energy production and conversion, respectively, the poorly characterized COG class R, and class J which refers to translation and ribosome structure and biogenesis. Our quantitative analysis highlights the relative content of each functional class in the transcriptomes likely to be representative of *Mesorhizobium* growth in the medium under study. However, as expected, the number of transcripts per COG class was correlated to the number of CDS per class (R^2^ of 0.8 data not shown) and is thus reflecting the relative genomic content. In order to estimate the relative transcriptional activity of each functional category, the sums of reads per COG class was normalized to their respective CDS numbers (Figure 4). Such normalization shows that the COG classes belonging to (i) cellular processes and signaling (classes M, O, T, U, N and D) (ii) information and storage processing (classes J and L) and (iii) metabolism (class C) could be considered as transcriptionally over-active as compared to the other COG classes in both isolates (Figure 4 and Table 3). These results are not surprising as the cells were harvested during the exponential growth phase which requires the involvement of many genes whose function is associated with (i) basic cellular processes such as cell cycle control, cell division, chromosome partitioning, cell wall/ membrane/ envelope biogenesis, signal transduction mechanisms, intracellular trafficking and (ii) information storage and processing such as replication and translation, all of which require high energy production and conversion.

**Figure 3:**
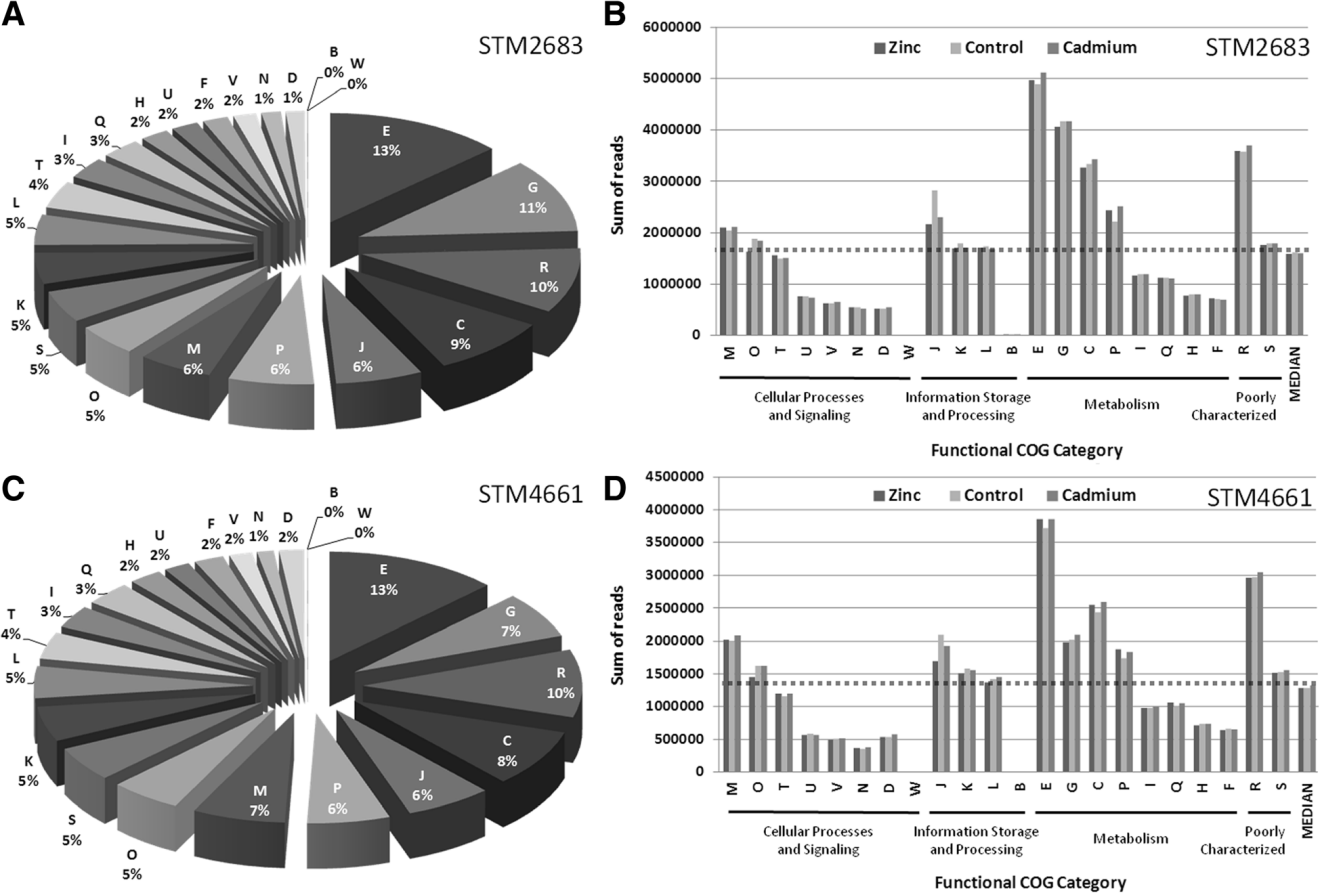
**Functional composition of the transcriptomes.** The proportions and absolute amounts of reads for CDS after COG class assignment are shown for strains STM 2683 (**A** and **B**) and STM 4661 (**C** and **D**). Chart pies (**A** and **C**) show the relative quantities of transcripts belonging to defined COG functional classes (B-W; see Table 3 for description) in the *Mesorhizobium* transcriptomes. Histograms representing the quantitative composition of the transcriptomes (B and D) organized by the biological Process and Class ID (bottom of histograms) show the total amounts of reads (indicative of transcript abundance) in each class and for each treatment (Zinc, Control or Cadmium). The median read numbers per class and per treatment are indicated as the last bars on the histograms which were used to draw the dotted line above which the defined classes are the most represented for both organisms and for all treatments (these class IDs and their proportions are indicated in white on the pie charts).

**Figure 4:**
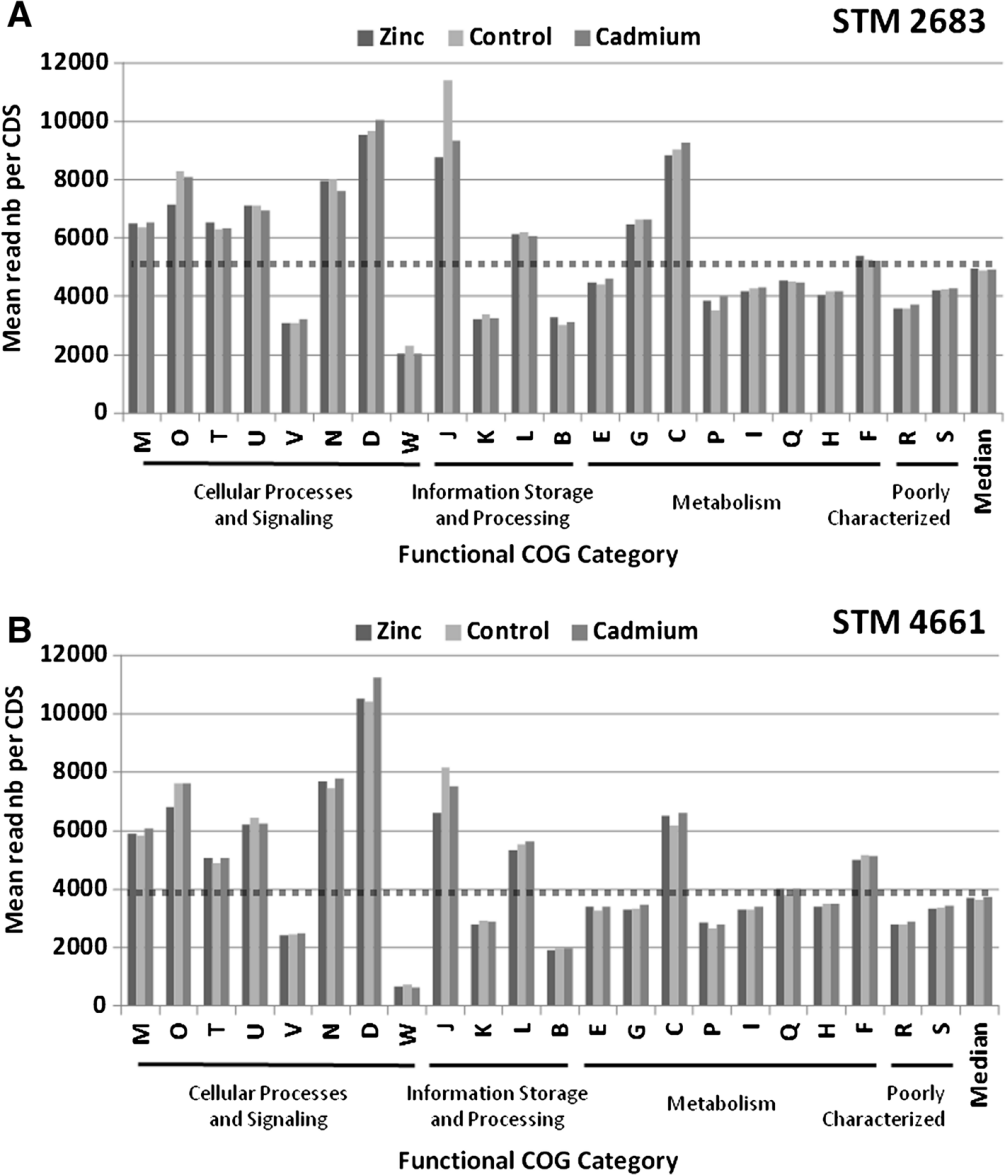
**Transcriptional activity of major functions.** Histograms representing Mean read numbers per COG class for STM 2683 (**A**) and STM 4661 (**B**) in the three treatments (Zinc, Control and Cadmium). The median read numbers per class and per treatment (last bars on the histograms) were used to draw the dotted line above which classes can be considered as transcriptionally over-active and those below as under-active.

Interestingly, slight differences were noted for the COG class J that refers to translation, ribosomal structure and biogenesis. Indeed, in both isolates, the two metal treatments triggered a decrease of the transcription levels for genes assigned to this particular COG class (Figure 3 and 4). Box plot representations of the log2 fold changes between metal and control treatment data as classified by COG functional categories (Additional file 9) confirmed this observation, suggesting that metal treatment affects translation and ribosome structure and biogenesis. These results are in line with observations made by Pereira and colleagues (2006) who found that metal exposure could affect protein levels as shown for *Rhizobium leguminosarum* bv. *viciae* isolates [19]. However, despite a relatively high tolerance of our *Mesorhizobium* isolates as compared to other mesorhizobia [7], our transcriptomic data suggest that a global repression of the translation machinery occurs upon Cadmium or Zinc exposure; according to Pereira’s hypothesis, such repression should categorize our isolates as metal sensitive. Additional experiments are required to verify whether our isolates are affected in protein synthesis and compare their levels to other mesorhizobia, including strains more tolerant than those presently studied in order to validate this hypothesis and show that it is applicable to the *Mesorhizobium* genus. Interestingly, previous studies on *E. coli* show that upon Cd exposure, protein biosynthesis machinery was stopped [20].

In order to assess the effect of metals on general functional processes in the isolates, we compared the functional distribution of the most significantly deregulated genes (padj ≤ 0.1) to which a COG class was assigned to full gene set distribution (Figure 5). The percentage of deregulated genes per category gives a rapid mean to estimate which COG classes are the most affected by metal treatment. Interestingly, classes O and P appeared as over-represented when compared to the full gene set for both metals and both isolates. Class O refers to post-translational modification, protein turnover, chaperones, which supports the hypothesis that protein biosynthesis and stability are affected by Zn and Cd exposure. Class P corresponds to inorganic ion transport and metabolism, which indicates that Zn or Cd divalent cations are processed by bacteria as soon as they are sensed, most probably through export systems [9].

**Figure 5:**
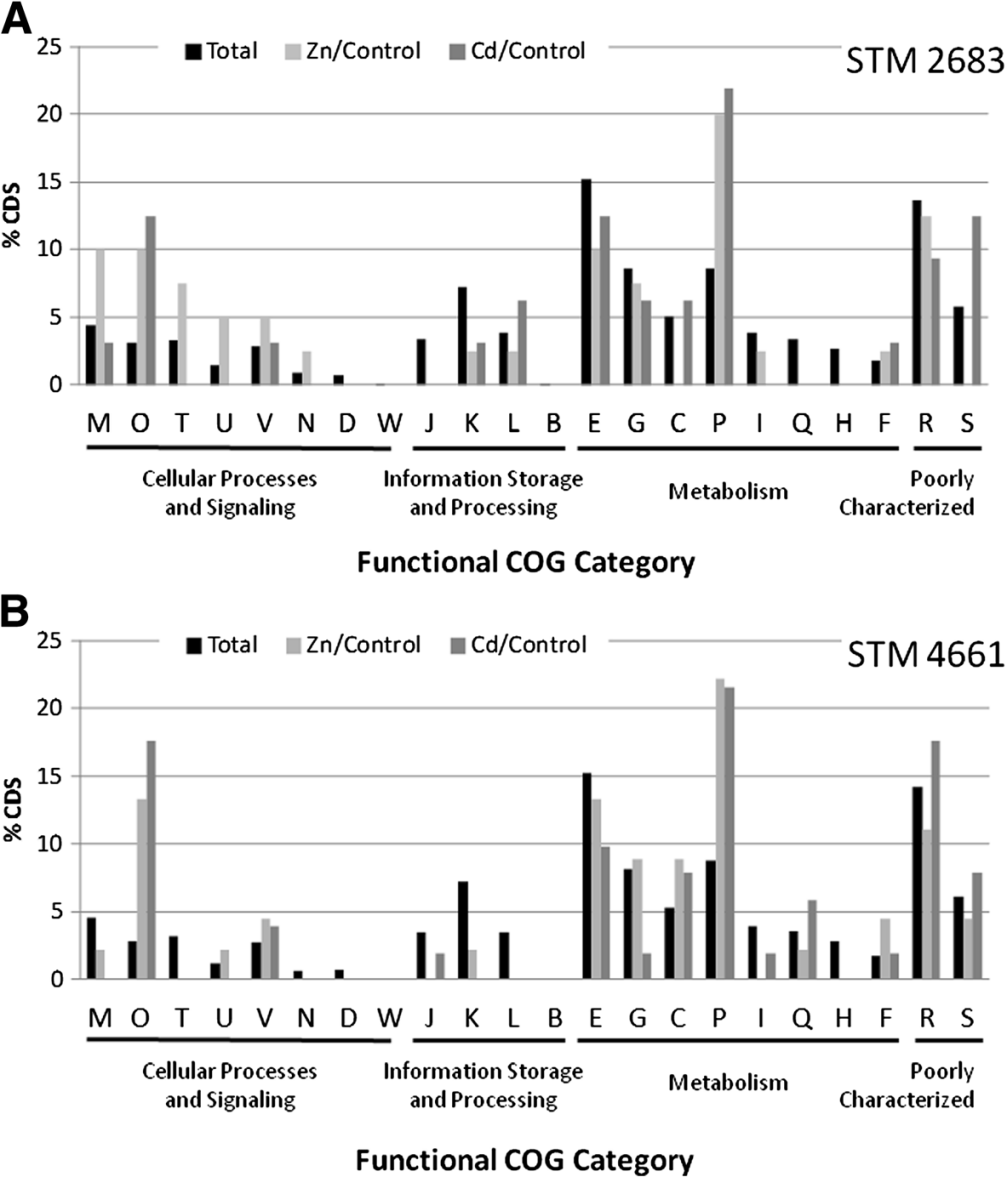
**Impact of metals on the major functions.** Histograms representing the percentages of CDS classified by functional COG category for STM 2683 (**A**) and STM 4661 (**B**) in the total set of CDS (black bars), in the Zinc or Cadmium treatments when compared to the control treatment (respectively light and dark grey bars). For a defined COG class, grey bars above the black ones indicate that upon metal treatment, the corresponding COG class contains a higher proportion of CDS that display differential regulation.

### Identification of genes regulated by metals in *Mesorhizobium* strains STM 2683 and STM 4661

Transcriptional profiles obtained using the genome-wide RNAseq approach was performed on pooled samples. The high reproducibility between treatments, as exemplified by the high correlation factors of read counts and relative expression values of the RNAseq datasets allowed us to obtain adjusted *p-values* (FDR) with DESeq. Putative CDS presenting FDR values < 0.1 in a “Metal” *vs* “Control” experiment are listed in Tables 4 and 5 for STM 2683 and STM 4661, respectively. A total of 72/6,844 and 68/6,994 putative CDS (or 1.05% and 0.97% CDS for STM 2683 and STM 4661, respectively) were found to be significantly differentially expressed by one or both metals for STM 2683 and STM 4661, respectively. These putative differentially expressed CDS are classified into six categories: transport, sequestration, regulation, oxidoreduction, others and unclassified. 

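By the rule of size, 21 genes of STM 2683 rose at least 2-fold with Zn and 4 fell, among 6738 measured. With Cd, 26 rose and 6 fell of 6734. In STM 4661, 15 genes rose and 7 fell with Zn among 6818, and 18 rose and 4 fell with Cd among 6805. A change of at least 4-fold was seen upward in 8 genes with Zn and 7 with Cd in STM 2683, and in 3 and 10 in STM 4661. Downward it was seen in 3 genes with Zn in each strain, the znuCBA genes, and in 0 with Cd. Of the changed genes, 25 of 25 and 31 of 32 in STM 2683 and 21 of 22 with each metal in STM 4661 stand in Tables 4 and 5. The DESeq procedure for conditions without replicates was also rebuilt, with the dispersion taken from the 3 libraries of a strain as if they were replicates. At an FDR of 0.1 it called 75 genes in STM 2683, among them all 72 of Table 4, and 65 in STM 4661, among them 55 of the 68 of Table 5. With the dispersion taken from the 2 compared libraries only, it called 82 genes in STM 4661, among them all 68. These calls rest on no replicate, so no p-value is given.

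**Figure D1:**
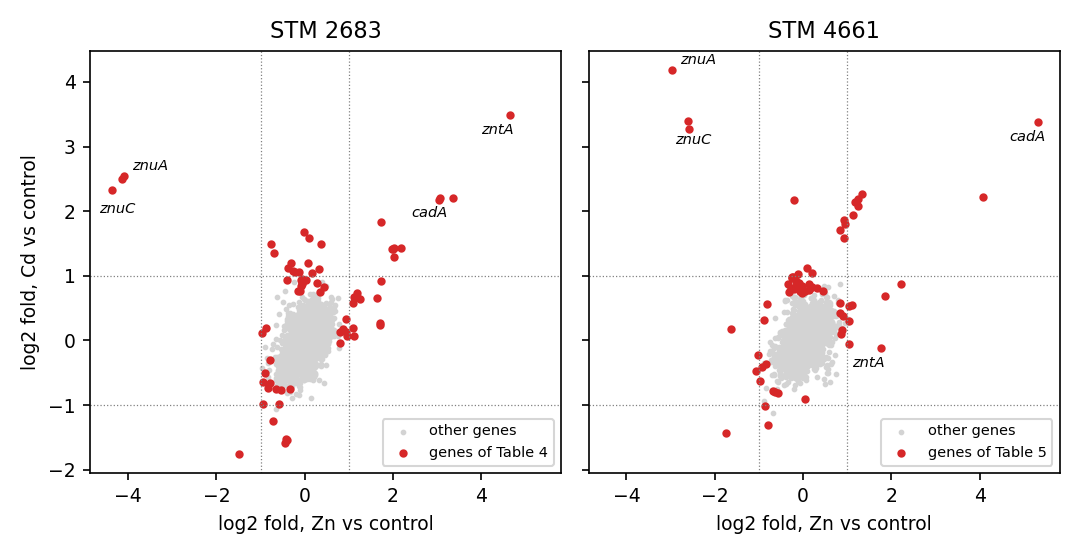
Log2 fold with Zn (x axis) and with Cd (y axis) against the control in each strain, 1 point per gene, with the genes of Tables 4 and 5 in red and dotted lines at 2-fold. The *cadA* points lie high on both axes in both strains, and the *znu* points lie low for Zn and high for Cd.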

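Of the 13 genes that the paper assigns to transport in STM 2683, 6 rose and 3 fell with Zn, and 8 rose with Cd. In STM 4661, 4 of 13 transport genes rose and 5 fell with Zn, and 4 rose and 2 fell with Cd. Among genes assigned to sequestration, 6 of 15 in STM 2683 rose with Zn, and 4 rose and 1 fell with Cd. In STM 4661, 7 of 16 rose with Zn, and 9 rose and 1 fell with Cd. Of the 10 oxidoreduction genes of STM 4661, 2 rose with Zn and 3 with Cd, among them the multicopper oxidase MESS4_360046. Of 5 in STM 2683, 1 rose with Zn, the quinone oxidoreductase MESS2_620027 at 1.10, and 2 with Cd. In the unclassified group, 17 of 30 genes in STM 2683 and 4 of 24 in STM 4661 changed at least 2-fold with either metal. The study chose these genes on the same libraries, so the counts are not independent evidence of a response of a category.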

Thirteen out of seventy-two and 13/68 putative CDS (18% for STM 2683 and 19.1% for STM 4661) encoded transport proteins, 15/72 and 16/68 putative CDS (20.8% for STM 2683 and 23.5% for STM 4661) encoded proteins possibly involved in sequestration, 3/72 and 1/68 (4.2% for STM 2683 and 1.5% for STM 4661) encoded regulators, 5/72 and 10/68 putative CDS (7% for STM 2683 and 14.7% for STM 4661) encoded proteins involved in oxidoreduction, 6/72 and 4/68 putative CDS (8.3% for STM 2683 and 5.9% for STM 4661) encoded proteins possibly not involved in the metal response and 30/72 and 24/68 putative CDS (41.7% for STM 2683 and 35.3% for STM 4661) were unclassified for STM 2683 and 4661, respectively. As expected, the category “unclassified” is the most represented among significant regulated putative CDS. Few CDS are classified into the category “others” which can be assimilated to the non-specific metal response, suggesting that the RNAseq approach in our conditions is reliable and allowed us to identify the genes involved in the specific metal response. “Transport” and “sequestration” are the most represented categories after the “unclassified” category among significantly regulated putative CDS, which is in agreement with the fact that transport and sequestration proteins were found over-represented in the three available metallicolous mesorhizobial genomes. 

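In STM 2683, 10 genes rose with both metals, among them *zntA*, *cadA* and the transporter gene MESS2_980072, and 1 fell with both, the gene of unknown function MESS2_1030151 (-1.50 with Zn and -1.75 with Cd). The 3 *znu* genes changed in opposite directions. Independent lists of these sizes would share 0.0811 rising genes. In 100 simulated sets of unchanged libraries that share 1 control, at most 2 genes passed for both metals. Each gene was drawn independently, with a dispersion set by its mean count and fitted over these same libraries. The sets therefore hold no variation shared by neighbouring genes or particular to a gene. Across 6730 genes the log2 folds with Zn and with Cd had a correlation of 0.43, and the simulated sets, whose libraries differ by no treatment, gave 0.483 to 0.518. Both metals are compared with 1 control library, which by itself gives such a correlation. The rebuilt DESeq procedure called 41 genes for Zn (28 up, 13 down), 49 for Cd (39 up, 10 down) and 15 for both. Of the 72 genes of Table 4, 36 had a positive log2 fold with Zn and 56 with Cd.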

Among the putative CDS significantly regulated in STM 2683, 39 (27 up and 12 down) and 48 (38 up and 10 down) were regulated upon Zn and Cd exposure, respectively; 15 of them were regulated by both metals. 

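STM 4661 had 7 genes that rose with both metals, among them *cadA*, its *ccdA*-like neighbour MESS4_360014 and 5 of the genes MESS4_360046 to MESS4_360050. The transporter gene MESS4_670093 fell with both (-1.74 with Zn and -1.44 with Cd, on 126, 43 and 47 counts in the control, Zn and Cd libraries, too low for a minimum of 200), and the *znu* genes again changed in opposite directions. The number of rising genes that independent lists would share is 0.0397, and the simulated sets had at most 1 gene past 2-fold for both metals. Over 6798 genes the correlation of the log2 folds was 0.45, against 0.488 to 0.522 in the simulated sets. The largest fall seen with Zn alone was that of MESS4_690015, of unknown function (-1.64, with 0.18 for Cd). The rebuilt procedure called 47 genes for Zn (28 up, 19 down), 36 for Cd (31 up, 5 down) and 18 for both. With the dispersion of the compared libraries only, it called 39 for Zn (24 up, 15 down), 62 for Cd (52 up, 10 down) and 19 for both.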

In STM 4661, 36 (23 up and 13 down) and 49 (42 up and 7 down) were regulated after Zn and Cd treatments, respectively, and 17 were regulated by both metals (Tables 4 and 5).

**Table 4:** List of putative STM 2683 CDS differentially regulated upon metal exposure

Label*	**CDS description and putative function**	**Zn / Control**		**Cd / Control**		
		**log2 Fold**	**FDR**	**log2 Fold**	**FDR**	**STM 4661 Homologs **^**§**^
***Transport***						
**MESS2v1_p180001**	**Cation efflux system protein czcD-type (fragment)**	**1.97**	**2.5E-16**	**1.41**	**2E-08**	**MESS4v1_360039**
**MESS2v1_300037**	**ABC transporter, periplasmic binding protein, Zn import**	**−4.09**	**2E-60**	**2.54**	**1.3E-24**	**MESS4v1_520016**
**MESS2v1_300038**	**ABC transporter, permease protein, Zn import**	**−4.13**	**3E-116**	**2.49**	**4.5E-43**	**MESS4v1_520017**
**MESS2v1_300039**	**ABC transporter-related protein, Zn import**	**−4.37**	**2E-127**	**2.32**	**4E-24**	**MESS4v1_520018**
**MESS2v1_740030**	**Heavy metal-translocating P-type ATPase CadA**	**3.07**	**6.7E-21**	**2.2**	**2.2E-12**	**MESS4v1_360013**
MESS2v1_980072	Transporter protein of unknown function	3.36	3E-42	2.2	4.9E-17	Not found
**MESS2v1_980073**	**Zinc, cobalt and lead efflux system ZntA**	**4.65**	**2E-134**	**3.48**	**6E-131**	**MESS4v1_610026**
MESS2v1_620035	Multidrug efflux system, subunit C, MdtC	0.93	0.0283	0.13	1	MESS4v1_690033
MESS2v1_620036	Multidrug efflux system, subunit A, MtdA	0.95	0.0116	0.0714	1	MESS4v1_690034
**MESS2v1_730268**	**Putative cation efflux system protein (Cobalt-zinc-cadmium resistance CzcD-like), CDF family (fragment, part 1)**	**1.12**	**0.0182**	**0.67**	**0.69**	**MESS4v1_360039**
**MESS2v1_730269**	**Putative cation efflux system protein (Cobalt-zinc-cadmium resistance CzcD-like), CDF family (fragment, part 2)**	**1.26**	**0.00012**	**0.64**	**0.48**	**MESS4v1_360039**
MESS2v1_320039	ABC transporter, permease protein, sugar transporter	0.44	1	0.82	0.0364	MESS4v1_530098
MESS2v1_730254	Efflux transporter, RND family, MFP subunit	−0.32	1	1.2	9.6E-05	Not found
***Metal sequestration***						
**MESS2v1_p180003**	**conserved and cytoplasmic protein of unknown function, contains 2 CPX Zn finger domain**	**2.01**	**4.4E-17**	**1.42**	**5.5E-08**	**MESS4v1_360040**
**MESS2v1_730267**	**conserved and cytoplasmic protein of unknown function, contains 2 CPX Zn finger domain**	**1.09**	**0.0263**	**0.58**	**1**	**MESS4v1_360040**
MESS2v1_1150003	conserved and cytoplasmic protein of unknown function, contains 2 CPX Zn finger domain	−0.78	0.0792	−0.3	1	Not found
**MESS2v1_310036**	**Cyclic beta-glucan succinyl transferase OpgC, cytoplasmic membrane**	**−0.14**	**1**	**0.76**	**0.0813**	**MESS4v1_520093**
MESS2v1_1210019	Antibiotic biosynthesis monooxygenase, putative, involved in the biosynthesis of extracellular polysaccharides	−0.0992	1	0.77	0.0654	MESS4v1_160035
**MESS2v1_740029**	**Cytochrome c biogenesis protein, transmembrane region CcdA, putative, involved in reduction as Zn or Cd Sulfides**	**3.04**	**6.2E-29**	**2.17**	**1.9E-30**	**MESS4v1_360014**
MESS2v1_740015	Phosphoesterase PA-phosphatase-related (fragment), located in cytoplasmic membrane	1.19	3E-05	0.73	0.23	Not found
**MESS2v1_740019**	**Signal peptidase II. Aspartic peptidase. MEROPS family A08, located in cytoplasmic membrane**	**1.64**	**1.5E-12**	**0.65**	**0.3**	**MESS4v1_360023**
MESS2v1_440031	Rhodanese domain protein, putative, involved in reduction as sulfide	−0.0727	1	0.88	0.0481	MESS4v1_590053
MESS2v1_1160006	Transcription regulator, putative, involved in reduction as Cd Sulfides	0.0363	1	0.93	0.00391	MESS4v1_120164
MESS2v1_1660011	Putative cytochrome c biogenesis protein, involved in reduction as Cd sulfide, located in cytoplasmic membrane	0.1	1	1.59	2.9E-11	Not found
MESS2v1_1660012	Thioredoxin-related, putative, involved in reduction as Cd sulfide	−0.0234	1	1.68	9.2E-12	Not found
MESS2v1_160018	Serine endoprotease, periplasmic DegQ, putative, involved in Zn periplasmic binding	1.7	1.7E-10	0.24	1	MESS4v1_440007
MESS2v1_160022	Glutamate-ammonia-ligase adenylyltransferase GlnE, putative, involved in Zn periplasmic binding and participating to degQ activity	0.94	0.00988	0.33	1	MESS4v1_440011
**MESS2v1_1530017**	**conserved exported protein of unknown function, putative metal-binding protein**	**−0.45**	**1**	**−1.58**	**3.9E-06**	**MESS4v1_830506**
***Regulation***						
MESS2v1_160020	putative Two-component transcriptional regulator; transcriptional regulator involved in heavy-metal (Cu/Zn) homeostasis	1.12	0.00012	0.0744	1	MESS4v1_440009
MESS2v1_160021	Sensor protein	0.87	0.0294	0.17	1	MESS4v1_440010
MESS2v1_300035	Transcriptional regulator, AsnC family	−0.38	1	1.12	0.00047	MESS4v1_520012
***Oxidoreduction***						
MESS2v1_110046	Alpha/beta hydrolase fold protein	−0.87	0.0228	0.18	1	Not found
MESS2v1_620027	NAD(P)H:quinone oxidoreductase	1.1	0.00721	0.19	1	Not found
MESS2v1_1150002	Haloalkane dehalogenase	−0.83	0.0623	−0.74	0.21	Not found
MESS2v1_300036	conserved protein of unknown function, putative, hydrolase activity	−0.77	0.27	1.5	4.2E-07	MESS4v1_520015
**MESS2v1_790137**	**conserved exported protein of unknown function, putative, succinate dehydrogenase/fumarate reductase, flavoprotein subunit**	**−0.26**	**1**	**1.08**	**0.00047**	**MESS4v1_830086**
***Others***						
**MESS2v1_1590041**	**conserved protein of unknown function - N-acetyltransferase activity**	**−0.94**	**0.00626**	**−0.65**	**0.3**	**MESS4v1_830271**
MESS2v1_10049	Protein folding- Stress - chaperonin groES	−0.91	0.0796	−0.51	1	MESS4v1_60077, MESS4v1_430231, MESS4v1_510195
MESS2v1_900005	transposase	−0.0531	1	0.95	0.0027	
MESS2v1_980071	protein of unknown function, putative transposase	0.8	0.0689	−0.0345	1	Not found
MESS2v1_1530018	Nuclear export factor GLE1 (fragment)	−0.4	1	−1.54	2.6E-09	Not found
MESS2v1_1660010	conserved protein of unknown function, putative, antirestriction protein ArdC	−0.0576	1	0.89	0.00928	Not found
***Unclassified***						
MESS2v1_p180002	protein of unknown function	2.02	1.8E-14	1.29	1.1E-06	Not found
MESS2v1_740028	exported protein of unknown function	2	3.1E-28	1.41	5E-07	Not found
MESS2v1_740031	protein of unknown function	2.17	2.4E-39	1.43	1.4E-09	Not found
MESS2v1_1030151	protein of unknown function	−1.5	2.7E-12	−1.75	2.1E-14	Not found
MESS2v1_1280026	protein of unknown function	1.73	6.8E-13	1.82	3.4E-13	Partial MESS4v1_220037
MESS2v1_1520011	protein of unknown function	−0.94	0.0626	−0.99	0.0116	Not found
MESS2v1_160019	protein of unknown function	1.71	1.1E-12	0.27	1	Not found
MESS2v1_280030	protein of unknown function	−0.79	0.0689	−0.66	0.29	Not found
MESS2v1_460011	protein of unknown function	0.79	0.0689	0.13	1	Not found
MESS2v1_620020	conserved exported protein of unknown function	−0.98	0.0834	0.12	1	Not found
MESS2v1_740027	protein of unknown function	1.18	3.5E-05	0.67	0.41	Not found
MESS2v1_980070	protein of unknown function	1.72	8.8E-08	0.92	0.62	Not found
MESS2v1_p110013	protein of unknown function	−0.72	0.73	−1.25	0.0192	Not found
MESS2v1_50011	protein of unknown function	−0.57	0.93	−0.99	0.0167	Not found
MESS2v1_310082	protein of unknown function	0.35	1	0.75	0.0813	Not found
MESS2v1_360012	protein of unknown function	−0.53	1	−0.77	0.0585	Not found
MESS2v1_600022	protein of unknown function	0.28	1	0.89	0.0833	Not found
MESS2v1_600023	conserved exported protein of unknown function	0.33	1	1.1	0.00014	MESS4v1_680074
MESS2v1_660006	protein of unknown function	−0.34	1	−0.75	0.0813	Not found
MESS2v1_730256	conserved protein of unknown function	−0.083	1	0.93	0.0049	Not found
MESS2v1_760133	protein of unknown function	−0.65	0.4	−0.75	0.0833	Not found
MESS2v1_1100024	conserved exported protein of unknown function	−0.41	1	0.94	0.0226	MESS4v1_120015
MESS2v1_1100025	conserved exported protein of unknown function	−0.12	1	1.05	0.00597	MESS4v1_120016
MESS2v1_1100026	conserved exported protein of unknown function	−0.22	1	1.05	0.00426	MESS4v1_120016
MESS2v1_1210020	conserved protein of unknown function	−0.71	0.44	1.36	5.1E-07	MESS4v1_160036
MESS2v1_1210021	conserved protein of unknown function	0.0842	1	1.2	0.00105	MESS4v1_160037
MESS2v1_1270078	conserved exported protein of unknown function	−0.0732	1	0.84	0.0503	MESS4v1_220001
MESS2v1_1530016	protein of unknown function	−0.42	1	−1.52	4.5E-05	Not found
MESS2v1_1660004	membrane protein of unknown function	0.16	1	1.04	0.00032	Not found
MESS2v1_1660005	conserved protein of unknown function	0.38	1	1.5	4.1E-12	Not found

* Gene labels (CDS) were obtained from MaGe; CDS significantly regulated (FDR < 0.1) upon metal exposure in both STM 2683 and STM 4661 are in bold. MESS2v1_XXX are genes located on the chromosome and MESS2v1_**p**XXX are genes located on the plasmid.

^**§**^ When detected, STM 4661 homologs are indicated (See Methods for details).

**Table 5:** List of putative STM 4661 CDS differentially regulated upon metal exposure

Label*	**CDS description and putative function**	**Zn / Control**		**Cd / Control**		
		**log2 Fold**	**FDR**	**log2 Fold**	**FDR**	**STM 2683 Homologs **^**§**^
***Transport***						
**MESS4v1_360013**	**Heavy metal-translocating P-type ATPase CadA**	**5.32**	**1.53E-121**	**3.38**	**1.96E-171**	**MESS2v1_740030**
MESS4v1_360015	conserved membrane protein of unknown function, putative CDF	2.2	1.10E-29	0.88	1.12E-02	Not found
**MESS4v1_520016**	**ABC transporter, periplasmic binding protein, Zn import**	**−2.98**	**4.47E-96**	**4.19**	**9.71E-173**	**MESS2v1_300037**
**MESS4v1_520017**	**ABC transporter, permease protein, Zn import**	**−2.59**	**1.49E-33**	**3.28**	**9.43E-144**	**MESS2v1_300038**
**MESS4v1_520018**	**ABC transporter-related protein, Zn import**	**−2.61**	**1.01E-23**	**3.4**	**2.99E-59**	**MESS2v1_300039**
MESS4v1_670093	Transporter protein of unknown function	−1.75	4.35E-06	−1.44	3.69E-04	MESS2v1_580019
**MESS4v1_360039**	**Zinc efflux system ZitB type**	**1.11**	**2.35E-02**	**0.55**	**0.91**	**MESS2v1_730268 MESS2v1_730269 fissed MESS2v1_p180001 (fragment)**
**MESS4v1_610026**	**Zinc, cobalt and lead efflux system ZntA**	**1.77**	**1.07E-10**	**−0.11**	**1**	**MESS2v1_980073**
MESS4v1_750116	Aliphatic sulphonate ABC transporter	−1.02	1.35E-03	−0.22	1	Not found
MESS4v1_240016	Iron-hydroxamate transporter subunit ; ATP-binding component of ABC superfamily, FhuC	−0.81	0.25	−1.3	7.08E-05	MESS2v1_1320036
MESS4v1_360106	ABC transporter, permease protein	0.13	1	0.87	7.05E-03	Not found
MESS4v1_360107	Transporter protein of unknown function	−0.28	1	0.8	3.68E-02	Not found
MESS4v1_670092	Hemin transport protein HmuS	−0.63	0.66	−0.8	6.41E-02	MESS2v1_580018
***Metal sequestration***						
**MESS4v1_360040**	**Conserved and cytoplasmic protein of unknown function, contains 2 CPX Zn finger domains**	**1.02**	**8.10E-02**	**0.54**	**1**	**MESS2v1_730267, MESS2v1_p180003**
MESS4v1_750294	Xanthine dehydrogenase, Fe-S binding subunit XdhC, located in the cytoplasm	0.86	5.42E-02	0.1	1	Not found
MESS4v1_280090	Methyltransferase type 11, located in the cytoplasm	0.2	1	1.05	1.03E-04	MESS2v1_1480043
**MESS4v1_520093**	**Cyclic beta-glucan succinyl transferase OpgC, cytoplasmic membrane**	**0.15**	**1**	**0.81**	**4.02E-02**	**MESS2v1_310036**
**MESS4v1_360014**	**Cytochrome c biogenesis protein, transmembrane region CcdA, putative, involved in reduction as Zn or Cd Sulfides**	**4.07**	**4.31E-48**	**2.22**	**3.75E-31**	**MESS2v1_740029**
MESS4v1_360049	Thiol:disulfide interchange protein CycY, putative, involved in reduction as Zn or Cd Sulfides, located in the periplasm	1.12	1.07E-04	1.93	1.30E-24	MESS2v1_730262
MESS4v1_360050	Reduction as Zn or Cd Sulfides - putative thioredoxin protein	1.18	8.54E-05	2.14	4.83E-29	MESS2v1_730261
MESS4v1_360052	Putative oxidoreductase protein involved in reduction as Zn or Cd Sulfides	0.91	1.13E-02	1.86	9.13E-25	MESS2v1_730259
MESS4v1_360053	Conserved exported protein of unknown function, putative protein-disulfide isomerase	0.82	4.09E-02	1.71	3.89E-22	MESS2v1_730258
**MESS4v1_360023**	**Signal peptidase II. Aspartic peptidase. MEROPS family A08, located in cytoplasmic membrane**	**1.85**	**1.54E-13**	**0.69**	**0.14**	**MESS2v1_740019**
MESS4v1_160007	Peptide methionine sulfoxide reductase MsrA, putative, involved in reduction as Cd Sulfides	8.49E-02	1	1.13	3.01E-04	MESS2v1_1200004
MESS4v1_360103	Glutathione S-transferas, putative, involved in reduction as Cd Sulfides	−0.26	1	0.98	1.81E-03	Not found
MESS4v1_310058	Fe(3+)-binding periplasmic protein, FbpA	−0.87	9.42E-02	−1.01	1.37E-03	MESS2v1_1490012
MESS4v1_360047	Conserved exported protein of unknown function, predicted metal-binding domain	1.33	1.93E-07	2.27	1.93E-36	MESS2v1_730264
MESS4v1_360048	Conserved exported protein of unknown function, predicted metal-binding domain	1.24	2.38E-06	2.19	8.73E-21	MESS2v1_730263
**MESS4v1_830506**	**conserved exported protein of unknown function, putative metal-binding protein**	**4.76E-02**	**1**	**−0.9**	**5.15E-02**	**MESS2v1_1530017**
***Regulation***						
MESS4v1_580068	ROK family protein	−0.84	3.37E-02	−0.36	1	MESS2v1_400012
***Oxidoreduction***						
MESS4v1_360054	Cytochrome c-type biogenesis protein CdcA (fragment)	0.92	2.06E-02	1.59	2.89E-18	
MESS4v1_360046	Multicopper oxidase, type 3	1.24	4.42E-06	2.09	1.95E-19	MESS2v1_730265
MESS4v1_750295	Putative Medium FAD-binding subunit of molybdenum enzyme	1.03	1.13E-02	0.29	1	Not found
MESS4v1_310027	Aldo/keto reductase	−3.16E-02	1	0.74	7.75E-02	MESS2v1_1480132
MESS4v1_340203	Exported protein of unknown function, putative hydrolase	−3.91E-02	1	0.84	4.40E-02	Not found
MESS4v1_340204	Conserved protein of unknown function, putative hydrolase	−5.32E-02	1	0.78	6.89E-02	Not found
MESS4v1_360100	Putative dioxygenase	−0.25	1	0.98	4.02E-03	Not found
MESS4v1_360104	3-hydroxybutyryl-coA dehydrogenase	−0.22	1	0.8	4.28E-02	Not found
MESS4v1_820066	Putative reductase	−0.1	1	0.88	1.07E-02	MESS2v1_790060
**MESS4v1_830086**	**conserved exported protein of unknown function, putative succinate dehydrogenase/fumarate reductase, flavoprotein subunit**	**−0.21**	**1**	**2.18**	**2.63E-32**	**MESS2v1_790137**
***Others***						
**MESS4v1_830271**	**conserved protein of unknown function - N-acetyltransferase activity**	**−1.08**	**3.12E-04**	**−0.47**	**1**	**MESS2v1_1590041**
MESS4v1_830272	putative ornithine decarboxylase	−0.98	1.42E-02	−0.62	0.32	MESS2v1_1590040
MESS4v1_580067	Tagatose-1,6-bisphosphate aldolase, located in the cytoplasm	−0.94	1.87E-02	−0.4	1	MESS2v1_400011
MESS4v1_360102	Putative translation initiation inhibitor, yjgF family	−0.22	1	0.98	1.84E-03	Not found
***Unclassified***						
MESS4v1_360051	protein of unknown function	0.94	1.42E-02	1.8	3.06E-15	Not found
MESS4v1_280043	conserved protein of unknown function	0.89	3.06E-02	0.38	1	Not found
MESS4v1_330155	conserved protein of unknown function	0.83	8.89E-02	0.59	0.51	Not found
MESS4v1_430174	conserved protein of unknown function	0.88	2.49E-02	0.17	1	MESS2v1_130027
MESS4v1_610025	protein of unknown function	1.04	2.09E-03	−4.88E-02	1	Not found
MESS4v1_690015	protein of unknown function	−1.64	1.71E-06	0.18	1	Not found
MESS4v1_720075	protein of unknown function	0.84	9.38E-02	0.43	1	Not found
MESS4v1_830036	conserved exported protein of unknown function	−0.89	9.38E-02	0.32	1	MESS2v1_790093
MESS4v1_110143	conserved exported protein of unknown function	2.75E-02	1	0.76	4.41E-02	MESS2v1_1080055
MESS4v1_210104	protein of unknown function	0.46	1	0.76	6.06E-02	Not found
MESS4v1_230034	protein of unknown function	−0.19	1	0.83	2.10E-02	Not found
MESS4v1_240036	conserved exported protein of unknown function	1.38E-03	1	0.75	6.82E-02	Not found
MESS4v1_360025	protein of unknown function	0.2	1	0.83	4.41E-02	Not found
MESS4v1_360101	conserved protein of unknown function	−0.17	1	0.92	6.17E-03	Not found
MESS4v1_360109	protein of unknown function	−0.12	1	1.03	1.37E-03	Not found
MESS4v1_490002	conserved protein of unknown function	0.12	1	0.78	6.89E-02	MESS2v1_210010
MESS4v1_560009	protein of unknown function	−7.77E-02	1	0.77	4.07E-02	Not found
MESS4v1_560010	conserved exported protein of unknown function	−0.34	1	0.88	6.33E-03	Not found
MESS4v1_640142	protein of unknown function	−0.57	0.69	−0.82	3.68E-02	Not found
MESS4v1_680031	protein of unknown function	−0.69	0.25	−0.78	5.49E-02	MESS2v1_590015
MESS4v1_710103	conserved membrane protein of unknown function	−0.33	1	0.75	7.73E-02	MESS2v1_650084
MESS4v1_750195	conserved protein of unknown function	0.32	1	0.81	2.31E-02	MESS2v1_730184
MESS4v1_830287	conserved protein of unknown function	−8.46E-02	1	0.76	6.14E-02	Not found
MESS4v1_110128	conserved membrane protein of unknown function	−0.82	3.80E-02	0.56	0.63	MESS2v1_1080036

* Gene labels (CDS) were obtained from MaGe; CDS significantly regulated (FDR < 0.1) upon metal exposure in both STM 2683 and STM 4661 are in bold. MESS4v1_XXX are genes located on the chromosome and MESS4v1_**p**XXX are genes located on the plasmid.

^**§**^ When detected, STM 2683 homologs are indicated (See Methods for details).

Among the 1.05% and 0.97% putative CDS that are significantly and differentially expressed for STM 2683 and STM 4661, respectively, 13 putative CDS presenting homologs for both isolates were identified as significantly regulated under Zn and/or Cd treatments. Among these conserved and significantly regulated putative CDS, some had homologies to genes encoding proteins whose function could be associated to specific metal responses like metal sequestration or metal transport.

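The conserved genes include the efflux ATPases *cadA* and *zntA*, the *znuCBA* importer, a cation diffusion facilitator, CPX-Zn finger proteins, *opgC*, a *ccdA*-like gene and a signal peptidase II gene. As printed in Tables 4 and 5 they form 16 pairs, of 16 genes in STM 2683 and 13 in STM 4661, since some genes of STM 4661 have more than 1 homolog. The log2 folds of the members had the same sign in 14 pairs for Zn and in 15 for Cd. With Zn, 12 of these pairs changed at least 2-fold in the same direction in both strains, and with Cd 6 did. The paper called these genes in both strains on the same libraries, so large changes in both are favoured by that choice. The pairs are also not independent, since some share a gene of STM 4661 and the *znu* genes form 1 putative operon. A conserved exported protein with a putative succinate dehydrogenase function rose with Cd in both strains, by 1.08 (MESS2_790137) and 2.17 (MESS4_830086). The putative metal-binding exported protein fell with Cd in STM 2683 (MESS2_1530017, -1.58), and its homolog MESS4_830506 had -0.90. The *N*-acetyltransferase gene fell with Zn in STM 4661 (MESS4_830271, -1.08), and its homolog MESS2_1590041 had -0.94.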

### Conserved and differentially regulated genes possibly involved in sequestration

Metal sequestration can be used by microorganisms to reduce metal bioavailability and thereby avoid metal toxicity. Metal sequestration includes cell wall components, periplasmic or cytoplasmic binding proteins involved in the precipitation of metals by phosphates or in their reduction as sulfides, and intracellular binding proteins containing CPX-Zn finger domains.

Among the 13 putative CDS present and regulated by metal(s) in both isolates, several could be involved in extracytoplasmic sequestration. Indeed, we identified a putative *opg*C gene encoding a membrane protein required for succinylation of periplasmic glucans in *M. loti*[21]. It was slightly but significantly induced upon Cd exposure (> 1.6 fold) in both *Mesorhizobium* strains (MESS2v1_310036 in STM 2683 or MESS4v1_520093 in STM 4661) but was not significantly regulated by Zn (Tables 4 and 5). 

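The *opgC* genes did not reach a 2-fold change with either metal. With Cd the log2 fold was 0.77 (0.67 to 0.86), or 1.70-fold, in STM 2683 and 0.81 (0.74 to 0.87), or 1.75-fold, in STM 4661. With Zn it was -0.14 (-0.25 to -0.04) and 0.15 (0.08 to 0.22). The levels with Cd were 74.1 CPM in STM 2683 and 181 CPM in STM 4661, from 43.2 and 107 CPM in the controls.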

The addition of succinyl groups confers global negative charges to periplasmic cyclic glucans and may thus limit the diffusion of toxic cations into the cytoplasm through immobilization in the bacterial cell membrane. Amongst the conserved and regulated CDS that may be involved in metal precipitation, we also identified a putative signal peptidase II, also referred to as aspartic peptidase, and MEROPS family A08 (MESS2v1_740019 in STM 2683 and MESS4v1_360023 in STM 4661) significantly up-regulated upon Zn exposure (> 3 fold) in both isolates. It presents similarities to the polyprotein peptidase PbrC of *C. metallidurans* strain CH34 that could participate in the precipitation of Pb^2+^ via the generated phosphate ions thus limiting its re-entry into the cell cytoplasm after extrusion via the P_IB_-type ATPase PbrA [22]. 

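The signal peptidase II gene rose with Zn in both strains. In STM 2683 the log2 fold was 1.64 (1.51 to 1.76), or 3.11-fold, and in STM 4661 it was 1.86 (1.79 to 1.93), or 3.63-fold. With Cd it was 0.65 (0.51 to 0.80) in STM 2683 and 0.69 (0.61 to 0.77) in STM 4661. The gene was expressed at 19.2 CPM in the STM 2683 control and 68.8 CPM in that of STM 4661, and reached 61.8 and 254 CPM with Zn.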

Interestingly, a putative membrane-associated phospholipid phosphatase (MESS2v1_740015 in STM 2683) located in the vicinity of the putative signal peptidase II, aspartic peptidase, MEROPS family A08 was also significantly up-regulated by Zn in STM 2683 (> 2 fold). 

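The phosphatase gene MESS2_740015, which lies 4 CDS labels from the signal peptidase II gene, rose with Zn at a log2 fold of 1.19 (1.01 to 1.38), or 2.29-fold. With Cd its log2 fold was 0.74 (0.53 to 0.94). Its counts were low, with 330 in the control, 853 with Zn and 509 with Cd.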

Precipitation of metals such as Cd by surface polysaccharides, phosphates, sulfides or others to form insoluble salts that reduce metal bioavailability has been observed in several microorganisms [23-25]. Additionally, RNAseq data allowed us to identify a few proteins with a thioredoxin domain significantly up-regulated by Cd in STM 2683 (MESS2v1_1660012) and up-regulated by both metals in STM 4661 (MESS4v1_360050). 

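The thioredoxin-related gene of STM 2683, MESS2_1660012, rose with Cd at a log2 fold of 1.68 (1.60 to 1.76), or 3.20-fold, and had -0.02 (-0.12 to 0.07) with Zn. Its neighbour MESS2_1660011, a putative cytochrome c biogenesis gene, rose with Cd by 1.59. The thioredoxin gene of STM 4661, MESS4_360050, rose with both metals, at 1.18 with Zn and 2.14 (1.93 to 2.34), or 4.39-fold, with Cd. The homolog of the latter in STM 2683, MESS2_730261, had 0.04 with Zn and 0.38 with Cd.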

Thioredoxin is a general protein disulfide reductase believed to serve as a cellular antioxidant by reducing protein disulfide bonds produced by various oxidants and also interact with other proteins to form functional protein complexes [26]. A recent study has demonstrated the role of thioredoxin in the reduction of U(VI) to U(IV) and Cr(VI) to Cr(IV) in *Desulfovibrio desulfuricans* G20 [27]. Among our RNAseq data, we identified other CDS significantly up-regulated in the two *Mesorhizobium* strains under Zn and/or Cd exposure (7 CDS identified in STM 2683 and 8 in STM 4661) that may be involved in the precipitation of metals by phosphates or their reduction as sulfides (Tables 4 and 5).

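In STM 4661 a run of 9 neighbouring genes, MESS4_360046 to MESS4_360054, rose together with Cd. It holds a multicopper oxidase, 2 exported proteins with a predicted metal-binding domain, the thiol-disulfide interchange protein CycY, the thioredoxin, an oxidoreductase, a putative protein-disulfide isomerase and a fragment of a cytochrome c biogenesis protein. All 9 rose with Cd, at log2 folds from 1.58 to 2.27, and 5 of them with Zn, where the range was 0.83 to 1.34. Their median level went from 14.4 CPM in the control to 36.9 with Zn and 67.1 with Cd. The run MESS2_730258 to MESS2_730265 of STM 2683, which holds the homologs that Table 5 lists for 7 of these 9 genes, had log2 folds of 0.23 to 0.55 with Cd, and a median level of 71.2 CPM in the control and 95.3 with Cd. In STM 4661 the peptide methionine sulfoxide reductase gene *msrA* (MESS4_160007) rose with Cd by 1.13, and a glutathione *S*-transferase gene (MESS4_360103) had 0.97. In STM 2683 the rhodanese gene MESS2_440031 had 0.88 with Cd. The run was chosen after its values were seen.

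**Figure D2:**
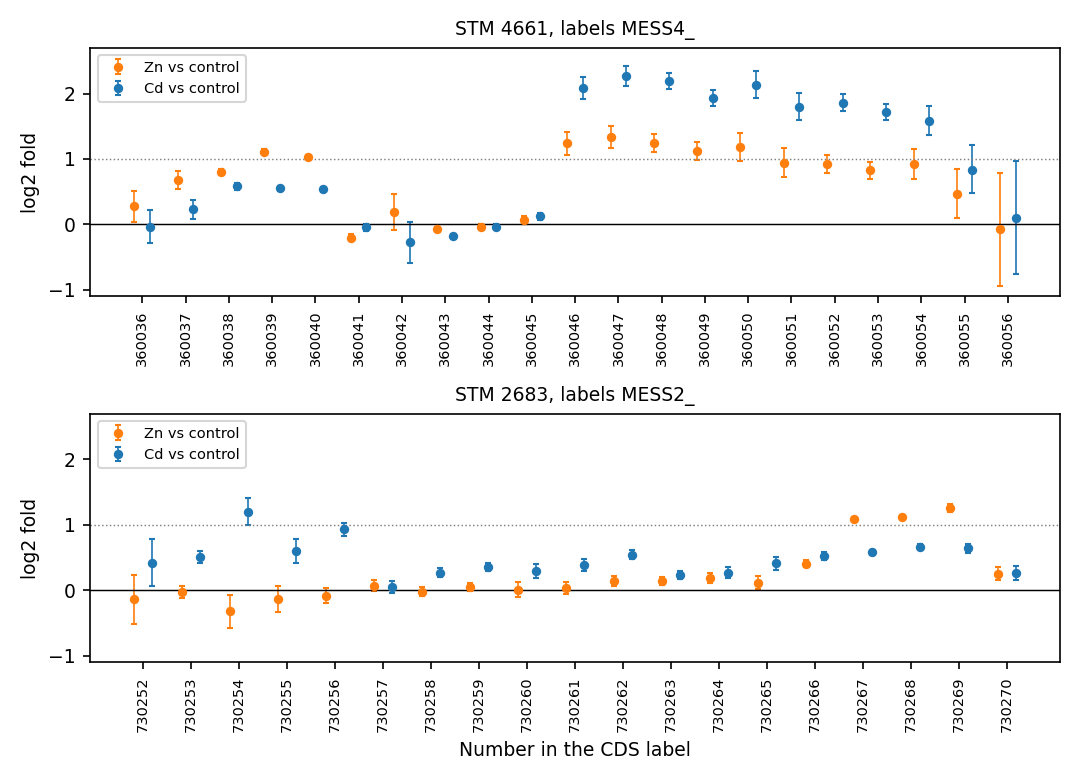
Log2 fold with Zn (orange) and Cd (blue) against control by number of the CDS label, with 95% intervals of counting error and a dotted line at 2-fold. In STM 4661 the Cd values of MESS4_360046 to MESS4_360054 lie between 1.58 and 2.27, while those of MESS2_730258 to MESS2_730265 in STM 2683 lie between 0.23 and 0.55.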

Among the putative CDS possibly involved in metal sequestration, we also identified several conserved hypothetical proteins that contained two cytoplasmic CPX-Zn finger domains (MESS2v1_730267 in STM 2683 and MESS4v1_360040 in STM 4661) that were significantly up-regulated (> 2 fold) upon Zn exposure in both *Mesorhizobium* strains. 

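The CPX-Zn finger gene rose with Zn to nearly the same extent in both strains. The log2 fold was 1.09 (1.05 to 1.12) for MESS2_730267 and 1.03 (0.99 to 1.06) for MESS4_360040. With Cd the values were 0.58 (0.54 to 0.62) and 0.53 (0.50 to 0.57). Both genes were well expressed in the controls, at 285 CPM in STM 2683 and 367 CPM in STM 4661.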

CPX-Zn finger domains are known to coordinate Zn ions with a combination of cysteine and histidine residues. 

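On the plasmid of STM 2683, the CPX-Zn finger gene MESS2_p180003 had a log2 fold of 2.01 (1.95 to 2.08), or 4.04-fold, with Zn and 1.42 (1.36 to 1.49), or 2.68-fold, with Cd. Its level was 76.6 CPM in the control, 321 with Zn and 207 with Cd. MESS2_p180002, of unknown function and next to it by label, had 2.02 with Zn and 1.29 with Cd.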

Interestingly, another homolog was also found in STM 2683 (MESS2v1_p180003), which was significantly induced by both metals (> 4 fold by Zn and > 3 fold by Cd). Several studies suggest a role of cytoplasmic proteins such as Zn-finger proteins or cysteine residues in metal binding. On the cellular speciation of Cd ions in *E. meliloti*, if extracellular sequestration was favored, a significant amount of intracellular metal was however measured [28] which most probably results from chelation. The transcriptomic analyses of *E. coli* in response to a Zn stress showed that adding excess external Zn induced the expression of many genes that are organized in the regulon for cysteine biosynthesis, implying that Zn-binding proteins containing cysteine residues are one of the mechanisms that chelate Zn [29]. Finally, the metallothionein SmtA and several SmtA-like proteins have been described to sequestrate and detoxify Zn and Cd through Zn-fingers in *Synechococcus* PCC7942 , in *P. aeruginosa* and *P. putida*[30].

### Conserved and differentially regulated genes possibly involved in Transport

Metal transport can be used by microorganisms to limit metal entry and thereby limit negative effects on cell components. Metal transport involves efflux proteins such as Resistant Nodulation cell-Division proteins (RND), P_IB_-type ATPases, Cation Diffusion Facilitor proteins (CDF) or Major Facilitor Superfamily systems (MFS) [9], multi-drug transporter proteins and proteins involved in metal homeostasis.

#### Identification of candidate genes possibly involved in transport by CDF efflux systems

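MESS4_360039, which encodes a cation diffusion facilitator, a proton-driven exporter of divalent cations, went from 297 CPM in the control library to 652 with Zn and 422 with Cd. The log2 fold was 1.11 (1.07 to 1.15), or 2.16-fold, with Zn and 0.55 (0.51 to 0.59) with Cd. In the same strain the putative CDF gene MESS4_360015, next to *cadA* and its *ccdA*-like neighbour by label, rose with Zn by 2.21 and had 0.88 with Cd.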

Among the putative CDS probably involved in metal efflux**,** we identified a putative CDF-type transporter that presented homologies with ZitB, a Zn-specific transporter identified in *E. coli*[31] and CzcD involved notably in Cd and Zn resistance in *C. metallidurans*[32] that was significantly up-regulated (> 2-fold) after Zn treatment in STM 4661 (MESS4v1_360039). CDF transport systems function as cation/proton antiporters and are driven by concentration, chemiosmotic gradient or potassium gradient [33]. Surprisingly, in STM 2683, the homolog was fissed into two separate CDS (MESS2v1_730268 and MESS2v1_730269) that were similarly regulated. 

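Both CDS rose with Zn, MESS2_730268 at a log2 fold of 1.12 (1.09 to 1.16) and MESS2_730269 at 1.26 (1.20 to 1.32). With Cd they had 0.67 (0.63 to 0.70) and 0.64 (0.58 to 0.71). In the control library MESS2_730268 had 292 CPM and MESS2_730269 had 87.8 CPM, values that also depend on the length of each CDS.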

Whether these two CDS were still functional in STM 2683 is not known. We also found in STM 2683, a second CDS (MESS2v1_p180001) showing strong homologies to the 5’ end of CzcD that was induced by Zn (4-fold) and Cd (> 2-fold). However, this particular CDS was located in the edge of a contig, and we therefore lack its 3’ end indicating that it could actually be the true homolog of MESS4v1_360039.

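MESS2_p180001 rose with both metals, at a log2 fold of 1.97 (1.89 to 2.05), or 3.91-fold, with Zn and 1.41 (1.33 to 1.50), or 2.66-fold, with Cd. Its level was 43.9 CPM in the control, 178 with Zn and 118 with Cd.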

#### Identification of candidate genes possibly involved in co-transport of metals and antibiotics

Additionally, we identified two putative CDS *mdt*C and *mdt*A, encoding a permease protein and a membrane fusion protein, respectively (MESS2v1_620035-36 in STM 2683 and MESS4v1_690033-34 in STM 4661). They were significantly induced by Zn in STM 2683 but their homologs in STM 4661 were not significantly up-regulated by metals. Both genes encoded putative RND-type proteins involved in multidrug efflux. 

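In STM 2683 the log2 fold with Zn was 0.93 (0.86 to 0.99) for *mdtC* and 0.95 (0.87 to 1.02) for *mdtA*, just under 2-fold. *mdtA* passed 2-fold where counts were scaled on the total count without tRNA and rRNA or on *recA* and *glnA*. In STM 4661 the homologs had 0.26 (0.19 to 0.32) and 0.32 (0.23 to 0.40) with Zn. With Cd, *mdtC* had 0.13 in STM 2683 and 0.00 in STM 4661, and *mdtA* had 0.07 and 0.26. The difference between the strains was not tested, since each condition has 1 library.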

In *Lactococcus lactis* and *E. coli*, MdtA confers multiple antibiotic resistances [34]. It was also reported that in *Salmonella*, *mdt*ABC contributes to Cu and Zn resistance, in addition to their role in the resistance to β-lactams, novobiocin and deoxycholate [35]. In *E. coli*, a microarray analysis also demonstrated that the *mdt*ABC operon was up-regulated in response to stress caused by excess Zn, suggesting that metal ions can modulate bacterial resistance to antibiotics [36]. Possible explanations underlying the co-selection process between metals and antibiotics include co-resistance (different resistance determinants present on the same genetic element) and cross-resistance (the same genetic determinant responsible for resistance to antibiotics and metals) [37].

#### Identification of candidate genes possibly involved in transport by P-type ATPase systems

Among the 13 conserved and regulated CDS probably involved in metal efflux, we identified two P_IB_-type ATPases. P_IB_-type ATPase transporters belong to the large superfamily of ATP-driven pumps involved in the transmembrane transport of charged substrates against their concentration gradients [38]. P_IB_-type ATPases are known mechanisms classically used by microorganisms to maintain constant and non-toxic levels of metals in the cytoplasm. Transcriptomic analyses of *E. coli* or *E. meliloti* under Zn and Cd stress showed the high induction of genes encoding P_IB_-type ATPases [36,39]. Exclusion from cells by efflux transporters like the P_IB_-type ATPase ZntA of *Escherichia coli*[40] or CadA of *Staphylococcus aureus*[41] are among the most studied bacterial P_IB_-type ATPases. We identified, in the RNAseq data of the two *Mesorhizobium* strains, a gene encoding a related ZntA (MESS2v1_980073 in STM 2683 and MESS4v1_610026 in STM 4661) which was significantly induced upon Zn exposure (> 25-fold in STM 2683 and > 3-fold in STM 4661). 

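*zntA* had the largest rise with Zn in STM 2683, at a log2 fold of 4.65 (4.51 to 4.79), or 25.1-fold. In STM 4661 it rose by 1.77 (1.72 to 1.82), or 3.41-fold. The control level was far lower in STM 2683, 12.2 CPM, than in STM 4661, 157 CPM. With Zn the levels were 316 and 545 CPM. The transporter gene MESS2_980072, next to *zntA* by label in STM 2683, rose with Zn by 3.36 (3.02 to 3.72).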

Intriguingly, the predicted ZntA was also strongly induced by Cd (>11-fold) in STM 2683, while its homolog in STM 4661 was not up-regulated, indicating that different regulatory mechanisms could operate in the two strains. 

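With Cd, *zntA* rose in STM 2683 at a log2 fold of 3.48 (3.34 to 3.63), or 11.2-fold, and had -0.12 (-0.18 to -0.05) in STM 4661. Its level with Cd was nonetheless nearly the same in both strains, 137 CPM in STM 2683 and 140 CPM in STM 4661. MESS2_980072 rose with Cd by 2.20 (1.83 to 2.58). In STM 4661 the CDS next to *zntA* by label, MESS4_610025, of unknown function, rose with Zn by 1.04 and had -0.05 with Cd. Whether the strains differ in their response was not tested, since each value comes from 1 library.

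**Figure D3:**
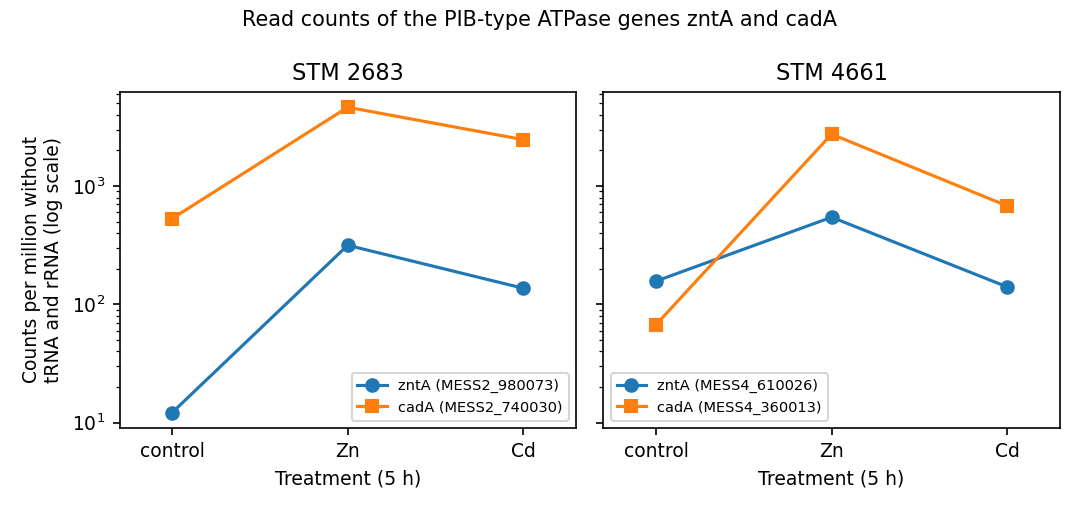
Level of *zntA* and *cadA* (CPM, log scale) in the control, Zn and Cd libraries of each strain, 1 library per point. *zntA* starts at 12.2 CPM in STM 2683 and at 157 CPM in STM 4661.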

In accordance with this assumption, a putative MerR-type regulator with homologies to ZntR was predicted upstream of ZntA in STM 2683, on the opposite strand. Furthermore, we found highly different numbers of putative metal responsive regulators (HmrR) predicted in their genomes. A total of 19 possible HmrR-encoding CDS were predicted in STM 2683, including a ZntR and a MerR homolog which localized close to a locus involved in Mercury transport and reduction. In contrast, only four putative HmrR-encoding genes were predicted in STM 4661, none of them being automatically annotated as ZntR. The large number of predicted HmrR-encoding genes present in STM 2683 suggests a more complex regulation network in this strain when compared with STM 4661 which could explain the different transcription profiles obtained for several metal regulated genes in the two *Mesorhizobium* strains. Another P_IB_-type ATPase named CadA showing homologies to CadA of *S. aureus* (MESS2v1_740030 in STM 2683 and MESS4v1_360013 in STM 4661) was induced by both metals studied (> 8- and 39-fold induction upon Zn exposure and > 4- and 10-fold induction upon Cd exposure in STM 2683 and STM 4661, respectively). 

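*cadA* rose with both metals in both strains, and more with Zn than with Cd. With Zn the log2 fold was 3.07 (3.05 to 3.10), or 8.42-fold, in STM 2683 and 5.32 (5.26 to 5.39), or 40.1-fold, in STM 4661. With Cd it was 2.21 (2.18 to 2.23), or 4.61-fold, and 3.38 (3.31 to 3.45), or 10.4-fold. The control level was 531 CPM in STM 2683 and 67.4 CPM in STM 4661. With Zn it reached 4636 and 2746 CPM, and with Cd 2469 and 680 CPM.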

CadA has recently been characterized using a functional screening based on heterologous expression of a cosmid library produced from STM 2683 genomic DNA (Maynaud *et al*., unpublished observation). Directed mutagenesis of this metal P_IB_-type ATPase which displays uncommon characteristics confirmed the involvement of the gene in the resistance of *M. metallidurans* STM 2683^T^ to high Zn concentrations. But alone CadA does not confer maximal metal resistance, showing that other mechanisms including those identified in the present study are expected to participate in resistance to Zn and Cd in our metal-resistant mesorhizobial strains. It should be noted that in both STM 2683 and STM 4661 strains, a CDS showing homologies to the transmembrane region of the cytochrome c-type biogenesis protein (MESS2v1_740029 and MESS4v1_360014, respectively), homolog to CcdA of *Bacillus subtilis* or DsbD of *E. coli,* was located downstream of CadA and similarly up-regulated by both metals (> 4-fold). *ccd*A encodes a thiol-disulfide oxidoreductase involved in the cytochrome c-type biogenesis [42]. 

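The *ccdA*-like gene moved with *cadA* in both strains. In STM 2683 it rose by 3.04 (2.97 to 3.11) with Zn and 2.17 (2.10 to 2.24), or 4.51-fold, with Cd. In STM 4661 it rose by 4.07 (3.94 to 4.21), or 16.8-fold, with Zn and 2.22 (2.07 to 2.37), or 4.66-fold, with Cd. Its level in STM 2683 was 56.1 CPM in the control, 478 with Zn and 255 with Cd. Beside *cadA* and the *ccdA*-like gene by label in STM 2683, MESS2_740031 and MESS2_740028, both of unknown function, rose with Zn by 2.17 and 2.00 and with Cd by 1.43 and 1.41, and MESS2_740027 rose with Zn by 1.18 and had 0.67 with Cd.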

A *dsb*D-related gene has been identified as a metal-binding motif involved in Copper tolerance in *E. coli*[43]. The precise role such homologs have in our *Mesorhizobium* strains remains to be addressed even though it is tempting to speculate on a possible involvement in metal binding *via* divalent metal cation-sulfide bond formation or in the functioning of the P_IB_-type ATPase by providing a reducing power.

#### Identification of candidate genes possibly involved in transport by ABC transport systems

Among the differentially regulated CDS, we identified three conserved CDS that are organized into an operon (MESS2v1_300039-37 and MESS4v1_520018-16 for STM 2683 and STM 4661 respectively) encoding for an ABC-type transport system. These genes were significantly repressed after Zn exposure (> 17- and > 6-fold repression in STM 2683 and STM 4661, respectively) and induced upon Cd exposure (>5- and >9-fold induction for STM 2683 and STM 4661, respectively). These three CDS contain conserved domains related to ABC-type Mn^2+^/Zn^2+^ transport systems, including respectively the multidomain ATPase component ZnuC (COG1121), the membrane permease ZnuB (COG1108) and the soluble periplasmic Zn-binding protein ZnuA (cd01018) that captures Zn and delivers it to ZnuB. These *znu*CBA orthologs are strongly repressed upon Zn exposure ; therefore they may be involved in Zn homeostasis in our isolates, as showed in *E. coli*[44]. 

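The *znuCBA* genes, for a high-affinity Zn importer, fell with Zn and rose with Cd in both strains, and these were the largest falls of all measured genes in each strain. The names follow the products of Tables 4 and 5: *znuC* is MESS2_300039 and MESS4_520018, *znuB* MESS2_300038 and MESS4_520017, and *znuA*, the periplasmic binding protein, MESS2_300037 and MESS4_520016. For its promoter study the paper writes *znuC* as MESS2v1_300037 in the results and as MESS2v1_300039 in the methods. In STM 2683 the log2 fold with Zn was -4.37 (-4.57 to -4.17) for *znuC*, -4.13 (-4.36 to -3.90) for *znuB* and -4.09 (-4.19 to -3.99) for *znuA*, that is 20.6-, 17.5- and 17.0-fold lower. In STM 4661 it was -2.61 (-2.90 to -2.33), -2.59 (-2.95 to -2.25) and -2.97 (-3.20 to -2.75), or 6.09-, 6.02- and 7.85-fold lower. With Cd the 3 genes rose by 2.32, 2.49 and 2.54 in STM 2683, or 5.00-, 5.62- and 5.82-fold, and by 3.40, 3.27 and 4.19 in STM 4661, or 10.5-, 9.67- and 18.2-fold. *znuA* had a level of 392 CPM in the control, 23.9 with Zn and 2301 with Cd in STM 2683, and of 45.7, 5.92 and 805 CPM in STM 4661. In STM 2683 the neighbouring genes MESS2_300036 (putative hydrolase) and MESS2_300035 (AsnC family regulator) rose with Cd by 1.50 and 1.12, while their homologs MESS4_520015 and MESS4_520012 had 0.33 and -0.01.

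**Figure D4:**
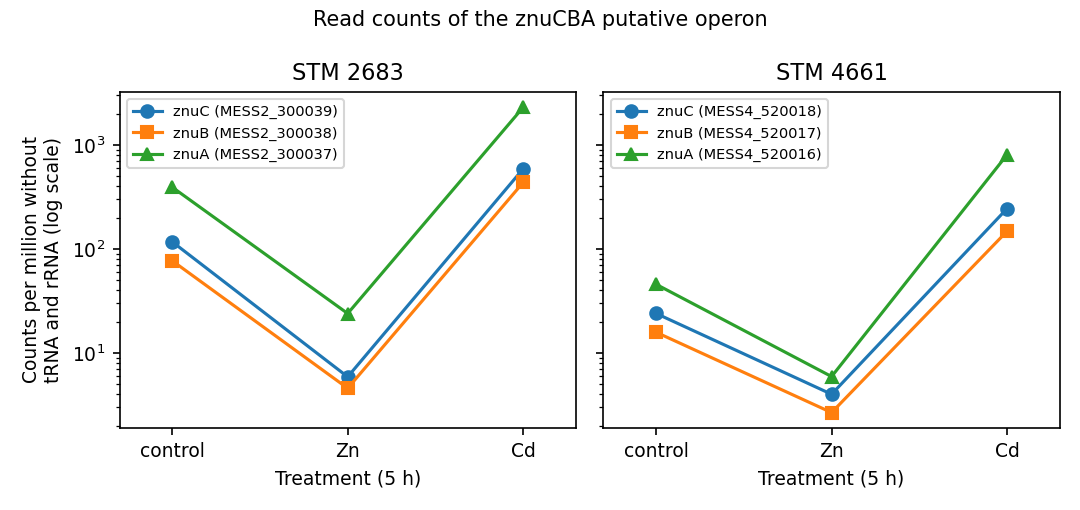
Level of *znuC*, *znuB* and *znuA* (CPM, log scale) in the control, Zn and Cd libraries of each strain, 1 library per point. In both strains each gene is lowest with Zn and highest with Cd.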

The transcriptional regulation of this high affinity Zn-import system has been shown to be under the control of a Zur (Zn^2+^ Uptake Regulator) repressor that belongs to the Fur (Ferric iron Uptake Regulator) family of transcriptional regulators [44,45]. Interestingly, orthologs of *M. loti* and *E. meliloti* Zur proteins are present in STM 2683 and STM 4661 (MESS2v1_1530029 and MESS4v1_830491, respectively) and *Agrobacterium*-specific conserved *zur* binding sites [46] were also found in the promoter region of the *znu*CBA putative operon in both mesorhizobial strains (data not shown). 

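The counts of *zur* itself, which encodes the Zn-responsive repressor, changed little with either metal. In STM 2683 (MESS2_1530029) the log2 fold was -0.14 (-0.23 to -0.05) with Zn and -0.07 (-0.16 to 0.02) with Cd. In STM 4661 (MESS4_830491) it was -0.13 (-0.22 to -0.03) and -0.18 (-0.28 to -0.09). Its level was 60.4 CPM in the STM 2683 control and 63.8 CPM in that of STM 4661.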

When bacteria were subjected to Zn in the medium, the *znu*CBA genes were strongly repressed, suggesting, together with high homologies to other bacteria, that the presently identified ATP-binding cassette transport system is also a high affinity Zn-import system involved in Zn homeostasis in *M. metallidurans*. Moreover, previous work showed that other divalent cations such as Fe^2+^, Mn^2+^, Cu^2+^ or Cd^2+^ de-repressed the expression of the *znu* operon in *E. coli*[45]. More recent studies showed that the expression of *znu*A and *znu*B increased upon Cd exposure in *Salmonella* sp. [47] and that ZnuA-tagged proteins increased upon Cd exposure in *E. coli* O157:H7 [48]. This regulation could either be direct (by direct binding of divalent cations to Zur, thereby changing the conformation of the regulator) or indirect (by lowering the intracellular Zn levels), as suggested previously [45,47]. A possible explanation for *znu* induction by Cd could be that direct binding of divalent Cd cations to the Zur regulatory repressor protein as a substitute for Zn alters its conformation and makes it unable to bind DNA, thus directly limiting its repressive activity. Another possibility could be a deficit in intracellular Zn concentration most probably through competition between Zn and other cations for transporters [45,47]. In line with this later observation, we found that both Zn and Cd induced several efflux systems in our isolate (Tables 4 and 5) that may participate in the unspecific export of divalent cations, such as the P_IB_-type ATPase CadA (encoded by MESS2v1_740030 in STM 2683 and MESS4v1_360013 in STM 4661), which is significantly induced by both metals and appears important for Zn adaptation in STM 2683 (Maynaud *et al*., unpublished observations). 

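In STM 2683, 4 of the 13 transport genes rose with both metals: *zntA*, *cadA*, MESS2_980072 and the *czcD*-type fragment MESS2_p180001. In STM 4661, *cadA* passed 2-fold with both metals, while *zntA* and the CDF genes MESS4_360015 and MESS4_360039 passed it with Zn and stayed under it with Cd. MESS4_360015 was close to 2-fold with Cd, and the paper's Table 5 lists it as changed by both metals. The difference between the metals was not tested. Between Zn and Cd the levels of the *znu* genes lay far apart. *znuC*, *znuB* and *znuA* were 103-, 98.2- and 99.0-fold higher with Cd than with Zn in STM 2683, and 64.1-, 58.3- and 143-fold higher in STM 4661. From the fall with Zn and homologies to other bacteria, the paper proposes that *znuCBA* is involved in Zn homeostasis. For the rise with Cd it names 2 possibilities: Cd binds Zur and keeps it from repressing the genes, or Cd lowers the Zn level in the cell. It relates the second possibility to the rise of efflux genes such as *cadA*, which it names as possible unspecific exporters of divalent cations. From a *znuC* promoter fusion in STM 2683 and its *cadA* mutant, the paper proposes that Cd acts on these genes both directly and indirectly. It states that more experiments are needed.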

To increase our knowledge about the regulation of this high-affinity Zn-import system, we used a promoter-PROBE reporter system [49] and analyzed the transcriptional activity of the *znuC* (MESS2v1_300037) in the presence of various metal concentrations and mixes in the wild type STM 2683 and in the *cad*A deleted mutant. We showed that the mutant was affected in Zn tolerance as previously described (Maynaud *et al*., unpublished observation). We tested whether a reduction of the efflux components in STM 2683 through *cad*A mutation could alter the regulation of *znuC* upon exposure to Zn/Cd or to various mixes of the two metals (Figure 6). Increasing the Zn concentration in the medium reduced significantly the relative expression of *znuC* in the wild-type bacterium, reaching non detectable levels when 0.4 mM Zn was used, while no transcriptional activity was detected in the *cad*A mutant (Figure 6A). Since no Cd was present in the control TY medium, the fact that no induction was observed in the *cad*A mutant, while being relatively highly induced in the wild type, indicates that intracellular Zn concentrations were high enough in the mutant to repress *znu*C transcription, and this may result from its lower efflux capacity. When Cd was added to the growth medium, we found that *znu*C expression increased in the wild-type bacterium in the presence of as low as 0.00625 mM, but higher Cd concentrations did not further increase its expression levels and even tended to decrease them when Cd concentration were above 0.2 mM (Figure 6B). Surprisingly, *znu*C expression required higher Cd concentrations in the mutant, reaching a maximum at 0.1 mM Cd and then decreasing again. These results support a more indirect effect of Cd ions which could reduce intracellular Zn levels, leading to a higher stimulation of the high-affinity Zn-import system. To test whether Cd competed directly with the Zur regulator, the effect of various Cd/Zn mixes on *znu*C transcriptional activity was studied (Figure 6C). No transcriptional activity was observed in the *cad*A deletion mutant suggesting that intracellular Zn concentrations were high enough in that strain to repress *znu*C transcription and out-competed the Cd level which, furthermore, was probably extruded or sequestered *via* other mechanisms. Yet, interestingly we found that the molar ratio of Zn and Cd ions in the medium affected *znu*C transcription in the wild-type bacterium. Indeed, despite a metal-dose dependent transcriptional activity of the efflux pump CadA (Maynaud *et al*., unpublished observation), increasing Zn/Cd molar ratios from 0.5 to 2 negatively affected the transcriptional activity of *znu*C in STM 2683, regardless of the total metal concentration used. These results suggest that the two divalent cations compete for binding to the Zur regulator which consequently alters the regulation of *znu*C. Our *znu*C transcriptional data indicate that Cd generates both direct and indirect effects on *znu*CBA regulation in STM 2683, but additional experiments are required to decipher this complex regulation and the effects of Cd on Zn homeostasis.

**Figure 6:**
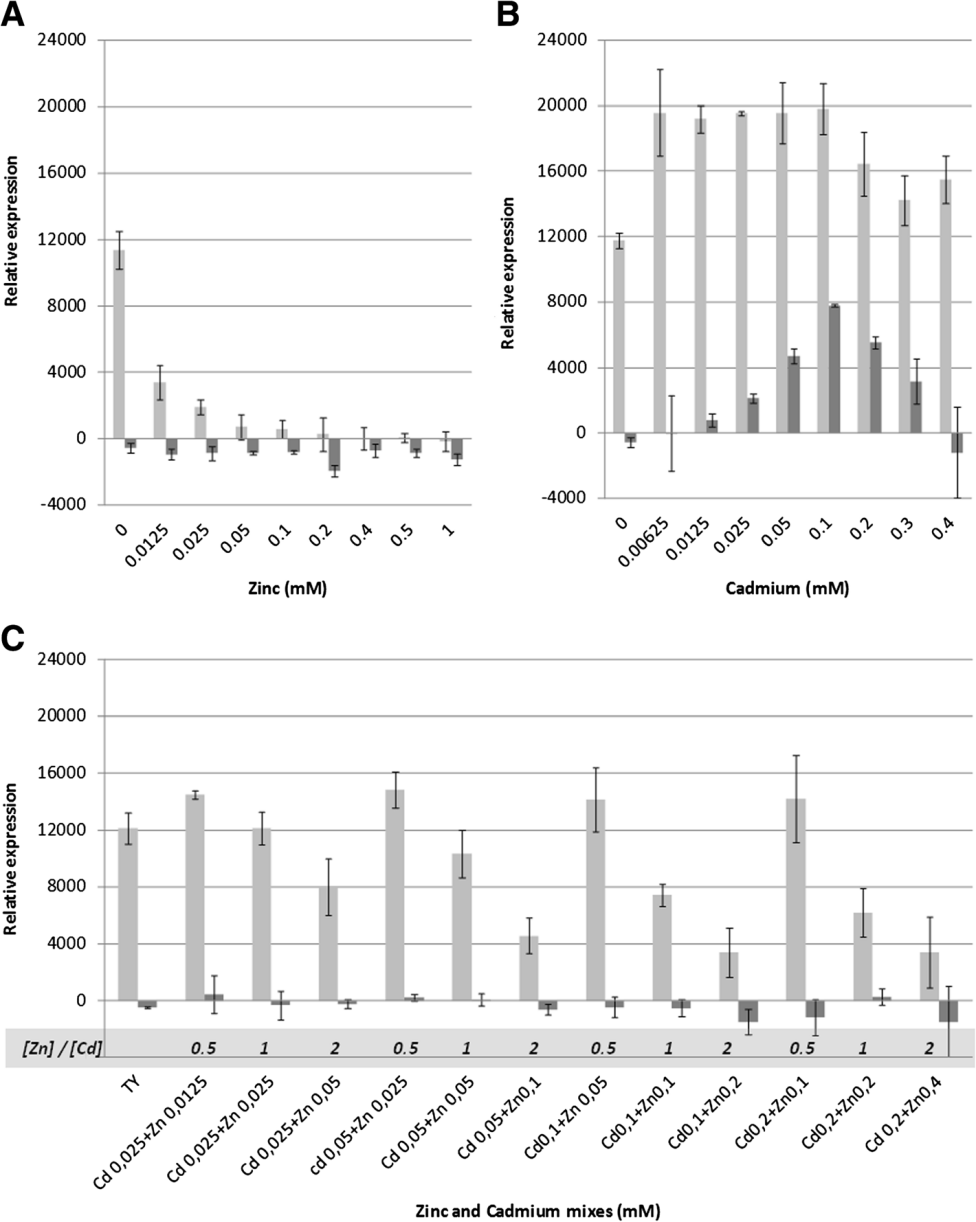
**Effect of zinc and cadmium on the transcriptional activitiy of *znu*C*.*** The effect of increasing concentrations of Zinc (**A**), Cadmium (**B**) or mixes of the two metals (**C**) on the expression of *znu*C using a promoter-PROBE reporter system is shown for STM 2683 (light gray) and the *cad*A mutant (dark gray). [Cd] / [Zn] molar ratios are indicated at the bottom of each bar in **C**. TY medium contained 9.0 μM Zn and no detectable Cd traces.

## Conclusions

In the present study, we used comparative genomic and transcriptomic analyses to study the gene expression profiles associated to Zn and Cd exposure and to identify putative genes involved in metal tolerance in two metallicolous *Mesorhizobium* strains isolated from *Anthyllis* nodules from two distinct mining sites in France. A RNAseq-based approach allowed for the rapid discovery of homologous genes that responded specifically to metals in both strains. Analyses of the genes identified as significantly regulated suggest that transport and sequestration are the most important mechanisms underlying the metal response in metallicolous mesorhizobial strains. We identified proteins involved in metal homeostasis (ABC-type transport system ZnuABC), metal or multi-drug efflux systems which allow for intracellular detoxification (CadA, related ZntA, related CzcD/ZitB, related MdtC and MdtA) and several cell membrane components, periplasmic and cytoplasmic proteins possibly involved in metal precipitation and binding to reduce metal bioavailability. Surprisingly, the number of HmrR regulators and the inductibility of ZntA differed between our two *Mesorhizobium* strains. Additionally, the comparative RNAseq-based approach revealed a low number of genes significantly regulated in both strains (around 1%) and a low number of genes involved in the non-specific metal response, indicating that the approach was fit for identifying genes that specifically respond to metals. Global RNAseq analyses suggested that Zn and Cd also repressed the translational machinery. Our study allowed to detect genes that are conserved among two metallicolous mesorhizobia isolated from distant sites, whose expression is metal-dependent and which show a potential involvement in metal tolerance. Studies on the distribution of potential genetic determinants identified in the present work in other metal tolerant and sensitive *Anthyllis* mesorhizobia will enable the definition of biomarkers. Such candidates may help us to select appropriate rhizobial symbionts to be used as biofertilizers to improve phytostabilization strategies and limit the impacts of mine spoil dispersal on human health and surrounding environments. Finally, functional studies on the molecular determinants identified herein and their speciation during in situ symbiotic growth will allow to evaluate their implication in the metal tolerance of our isolates and their role in symbiotic plant growth promotion on contaminated sites.

## Methods

### Microbiological methods

The bacterial strains and plasmids used in the present study are listed in Additional file 10. The zinc- and cadmium-resistant *Mesorhizobium* species *M. metallidurans* STM 2683^T^ and *Mesorhizobium* sp. STM 4661 were isolated from nodules of a metallicolous ecotype of *Anthyllis vulneraria* originating from Zn-Pb Avinières mine (St Laurent-le-Minier, Cévennes, France) [7] and Eylie mine (Pyrénées Ariégeoises, France), respectively. The complete 16S rRNA sequence of STM 4661 contains one different nucleotide compared to those of STM 2683, suggesting that STM 4661 belongs to a species very closed to *M. metallidurans* and may belong to a new *Mesorhizobium* species as house-keeping genes used for taxonomy do not fit with already described *Mesorhizobium* species (data not shown). The metal-sensitive species *Mesorhizobium* sp. STM 2682 was isolated from the unpolluted soil of the Prunarède site [5]. *Mesorhizobium tianshanense* type strain ORS 2640^T^ was used as a metal-sensitive control. *Mesorhizobium* strains were routinely cultured at 28°C in Tryptone Yeast (TY) medium [50]. Liquid TY contained 9.0 μM of Zn and no Cd and Pb traces after measurement by atomic absorption spectrometry (detection limits <0.06 μM Cd and <0.005 μM Pb). *E. coli* strains were grown at 37°C in Luria-Bertani medium [51]. Gentamycin (Gm, 10 μg ml^-1^), tetracycline (Tc, 15 μg ml^-1^), kanamycin (Km, 50 μg ml^-1^), ampicilline (Ap, 50 μg ml^-1^), and 5-bromo-4-chloro-3-indolyl-beta-D-galactosidase (X-gal, 80 μg ml^-1^) were added to the media as required. Solid media contained 2% agar.

Zn and Cd Minimal Inhibitory Concentrations (MIC) were determined in triplicate on TY liquid medium containing increasing concentrations of ZnSO_4_ (0.5, 1, 1.5, 3, 6, 9, 12, 15, 18, 21 and 24 mM) or CdCl_2_ (0.025, 0.05, 0.1, 0.2, 0.3, 0.4, 0.5, 1, 1.5, 2 and 3 mM) in 96-well microtiter plates. Growth was assessed by Optical Density (OD) at 600 nm until one week incubation at 28°C with shaking (450 rpm) using a spectrofluorometer plate reader (TECAN Infinite M200).

### STM 2683 and STM 4661 genome sequencing, assembly and automated annotation

Genomic DNA from strains STM 2683 and STM 4661 were prepared from 15-ml cultures following previously described protocols [52]. The complete genome sequences of strains STM 2683 and STM 4661 were determined using 454 Titanium technology. A mate-pair genomic library of 8 kb was constructed using Roche reagents from genomic DNA fragmented with HydroShear system. Then sequencing was carried out on this library, giving reads of 350bp average length, up to a final coverage of 30× for STM 4661 and 33× for STM 2683. Assembling was done using Newbler (2.3 version), and a comparison with *Mesorhizobium loti* genome was performed to identify the scaffold organization. The draft genome sequences were uploaded into the MicroScope platform [13] and subjected to the automatic annotation pipeline. The genome sequences are available and can be browsed at the MaGe interface [53] and are part of the “Rhizoscope” project [54].

### STM 2683 and STM 4661 Transcriptomes, RNA purification, sequencing and RNAseq analyses

For the RNAseq analysis of *Mesorhizobium* strains STM 2683 and STM 4661, six biological replicates were pre-grown in TY medium up to mid-exponential phase (up to OD_600nm_ = 0.5) in 250-ml Erlenmeyer flasks at 28°C and 145 rpm. When the pre-cultures reached the mid-exponential phase (after *ca* 16 hours), 15 ml were added to an equal volume of pre-warmed TY containing either nothing (Control treatments), Zn at 1 mM (Zn treatments, 0.5 mM final concentration) or Cd at 0.05 mM (Cd treatments, 0.025 mM final concentration) and were further incubated for 5 hours, which corresponds to *ca* half a generation time, at 28°C at 145 rpm. After 5 hours incubation, 1/10^th^ volume of ice-cold stop buffer (5% phenol in ethanol) was added to each culture and directly centrifuged at 4°C, 8,000 rpm for 4 minutes. Supernatants were quickly discarded and the tubes were re-centrifuged for 1 minute so as to collect all the liquid at the bottom of the tubes which was discarded by pipetting. Cells were snap-frozen in liquid nitrogen and stored in the −80°C freezer until use.

Total RNAs were purified from each replicate, each treatment and each strain individually using the RiboPure™ kit (Ambion) following the manufacturer’s recommendations. After isolation of total RNA, a DNase I treatment was performed as described in the RiboPure™ Bacterial kit protocol. Equal amounts of total RNAs from the biological replicates belonging to the same strain and the same treatment were pooled and subjected to two successive runs of ribosomal RNA subtractions using the Microbe Express™ kit (Ambion) following the manufacturer’s instructions. The rRNA removal procedure consists in incubating RNA samples with magnetic beads to which complementary 16S and 23S rRNA conserved sequences are linked. After hybridization, captured 16S and 23S rRNAs are pulled to the side of tube with magnets allowing unbound mRNAs to be eluted. After two rounds of subtraction, mRNA samples were finally precipitated with ethanol and resuspended in nuclease free water. Total and messenger RNA quantities and quality were assessed by Nanodrop and Bioanalyser using RNA chips for Agilent 2100 Bioanalyser (Additional file 1).

For RNA sequencing, six cDNA libraries corresponding to the three treatments (control, Zn and Cd), 100 ng of mRNA were used according to the Illumina kit instructions. Briefly, the first step in the workflow involves fragmentation of mRNA into small pieces using divalent cations under high temperature. Then the cleaved RNA fragments were copied into first-strand cDNA using reverse transcriptase and random primers. This was followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then went through an end-repair process, the addition of a single ‘A’ base, and then ligation of the adapters. These products were then purified on a gel to select a size range at 200 pb and enriched by PCR to create the final cDNA library. The efficacy of the library construction was checked in a quality control step that involved measuring the adapter-cDNA size and concentration on an Agilent DNA 1000 chip. Sequencing libraries were denatured with sodium hydroxide and diluted to 6 pM in hybridization buffer for loading onto a single lane of an Illumina HiSeq 2000 flowcell V1.5. Cluster formation, primer hybridization and single-read, 36 sequencing cycles were performed on cBot and HiSeq2000 (Illumina, San Diego, CA) respectively.

After sequencing, the sequences or reads that passed the quality filter were mapped on the annotated genomic objects identified in the genomes of STM 2683 and STM 4661 using ssaha2 software [55]. Mapped reads were converted to read counts per gene using BEDtools [56], which were then analyzed using DESeq standard protocol for conditions with no replicate [16]. DESeq generated differential expression values (fold changes) for all genomic objects and all pairwise comparisons of conditions and associated adjusted *p-values* (padj) controlling for the false discovery rate (FDR) to them. Raw and analyzed RNAseq data are accessible at the MicroScope web interface [15] (Additional file 2).

The distributions of (i) the raw read count numbers per CDS after log10 transformation for each treatment (Additional files 3 and 5) and (ii) the fold changes after normalization and log2 transformations for each intra-species comparison produced by DESeq (Additional files 4 and 6) were analyzed using Microsoft Excel and XLSTAT^TM^ visualization tools such as box plots, histograms, scatter plots or pie charts. The functional COG classification of all CDS in the two genomes was done automatically using COGNiTOR which is included in the automated annotation MicroScope pipeline. CDS with assigned COG classes were retrieved from MicroScope and used to estimate the general composition of the transcriptomes of the two strains as well as the over-transcribed classes. The global effects on the major functional categories Zn and Cd treatments had on the two strains were assessed by comparing the distributions of CDS fold changes classified by COG categories and by comparing COG classes to which the most significantly regulated genes (FDR < 0.1 in at least one comparison) were associated (Additional file 9).

### Real time PCR on selected genes

The primers used for quantitative PCR experiments are listed in Additional file 11. For each technical replicate, 1μg of total RNA from either total pooled RNA used for RNAseq or total RNA isolated from independent biological samples prior to pooling were reverse-transcribed with 400 U of Super-Script II (Invitrogen) and random hexamer primers. qPCRs were performed on a Strategene MXP3005P system using Power SYBER green master mix (Applied Biosystems). PCR started with 10 min incubation at 95°C, followed by 40 cycles consisting of 15 seconds at 95°C and 30 seconds at 60°C. Primer specificity and the formation of primer dimers were monitored by dissociation curves. The expression levels of the metal-translocating P_IB_-type ATPase encoding genes (*cad*A) (MESS2v1_740030 and MESS4v1_360013), the periplasmic binding protein of the ABC-type transporter genes (*znu*A) (MESS2v1_300037 and MESS4v1_520016) and the putative Signal peptidase II genes (MESS2v1_740019 and MESS4v1_360023) were standardized by using *recA* (encoding part of the DNA recombination and repair system) (MESS2v1_330003 and MESS4v1_540005) and *glnA* (encoding part of the glutamine synthetase I) (MESS2v1_390006 and MESS4v1_580041) as references. PCR efficiency (E) for each amplicon was calculated using the linear regression method on the log (fluorescence)-*per*-cycle-number data using Stratagen MXpro software. All qPCRs were performed in three technical replicates using either total pooled RNA used for RNAseq (two replicates for each mesorhizobial strain) or total RNA isolated from three biological samples prior to pooling so as to estimate biological variability (three replicates on STM 2683). Data for each sample were expressed relative to the expression levels of *rec*A or *gln*A by using the mathematical model described previously, which determines the relative quantification of a target gene in comparison to a reference (ref) gene between treatment and control samples [57]. The relative expression ratio (R) of a target gene is calculated based on efficiency (E) and the threshold cycle (Ct) of an unknown sample versus a control and expression in comparison to a reference gene. The average relative quantity for each gene under study was calculated and log2-transformed. Means and standard deviations of these final log2 ratios were calculated using data from three technical replicates. Mean comparison was performed with a multiple comparison of Conover-Iman, using XLSTAT software, to determine significant differences in gene expression levels between inducible genes and reference genes and to determine significant differences between the metal treatments (Cd or Zn condition) and the control metal-free treatments.

### Use of promoter-*gfp* fusion in transcriptional analyses

The promoter region of the ABC transporter ATP-binding protein encoding gene *znu*C (MESS2v1_300039) was amplified using primers STM 2953-Forward and STM 2954-Reverse which generate a 500-bp PCR product. PCR products were cleaned up using illustra™ GFX™ PCR DNA and Gel Band Purification Kits (GE Healthcare). The purified PCR product was ligated into a pGEMt-easy vector (PROMEGA) following the manufacturer’s recommendations to generate plasmid pGEMt-*znu*Cp that were transferred into *E. coli* XL2 Blue Ultra-competent Cells. Inserts from pGEMt-*znu*Cp were excised using the restriction enzyme HindIII and ligated into a pPROBE GT vector which allows for transcriptional fusions with the *gfp* gene [49], previously digested with HindIII and dephosphorylated, and the ligation mix was transferred into electrocompetent *E. coli* strain DH10B. Plasmid DNA was extracted using the Wizard Plus SV Minipreps DNA Purification System kit (Promega) following the manufacturer’s recommendations. Plasmid containing the promoter of *znu*C (pGT-*znu*Cp) was sequenced to verify sequence integrity.

The construction (pGT-*znu*Cp) was transferred into STM 2683 electrocompetent cells as described below. Electro-competent *M*. *metallidurans* STM 2683^T^ cells were prepared following a method developed previously [58] but with slight modifications. Briefly, 5 ml of a fresh bacterial culture were used to inoculate 100 ml of TY medium and incubated at 28°C with shaking at 250 rpm until OD_600nm_ reached 0.5 to 0.7. Cells were harvested by centrifugation at 10,000 rpm for 5 minutes at 4°C. The pellet was washed with 10 ml of ice-cold 300 mM sucrose solution and centrifuged as before. The pellet was finally resuspended in 5 ml of ice-cold 300 mM sucrose containing 15% glycerol. Aliquots of 100–150 μl of electro-competent cells were snap-frozen in liquid nitrogen and stored at −80°C until use. When needed, electro-competent cells were transformed using the following procedure. Cells were thawed on ice and placed in pre-cooled 0.2 mm electroporation cuvettes for 20 minutes on ice. Five to ten μl of 30–50 ng μl^-1^ of plasmid DNA were added to the cuvettes and electroporation was conducted at 12.5 KVolts and 720 ohms. After pulse application, the cell suspensions were diluted with 1 ml of TY medium and incubated at 28°C with shaking for 11hours. After incubation, 100 μl of cells were plated onto TY plates containing appropriate antibiotics. Transformants were selected as single colonies and the presence of the plasmid was verified by PCR.

When needed, STM 2683 carrying the promoter-pPROBE constructs were grown on TY agar plates supplemented with antibiotics. Using sterile toothpicks, fresh colonies were transferred to sterile 8-tube strips containing 100 μl of TY. Cells were homogenized by pipetting and for each transcriptional assay, the same bacterial inocula (10 μl) were used to inoculate 150 μl TY medium supplemented or not with Zn (0.0125, 0.025, 0.05; 0.1, 0.2, 0.4, 0.5 and 1 mM final concentrations) or Cd (0.00625, 0.0125, 0.025, 0.05, 0.1, 0.2, 0.3 and 0.4 mM final concentrations) or mixes of Cd/Zn (0.025/0.0125, 0.025/0.025, 0.025/0.05, 0.05/0.025, 0.05/0.05, 0.05/0.1, 0.1/0.05, 0.1/0.1, 0.1/0.2, 0.2/0.1, 0.2/0.2, 0.2/0.4 mM final concentrations respectively) in 96-well plates. The plates were incubated at 28°C with shaking at 450 rpm. OD_600nm_ and fluorescence (excitation filter at 485 nm and emission filter at 535 nm) were recorded 48 hours post inoculation using a spectrofluorometer plate reader (TECAN Infinite M200). Three transcriptional assays were performed for each bacterial strain carrying the promoter-*gfp* fusion or the promoter-less vector. For the analysis, optical density and fluorescence data were first corrected with the values obtained from the media. Corrected fluorescence values were then normalized to the average OD_600nm_ at each time point.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

GM prepared RNA samples for RNAseq, performed qPCR, MICs assays, construction of the *gfp*-reporter system and regulation assays and participated in drafting the manuscript. BB, EN and JCCM participated in the analysis and in the writing of the manuscript. DM and MD sequenced and assembled the genomes, ran genomic data through Microscope pipeline and analyzed RNAseq data using DESeq. DS prepared the RNAseq libraires and ran the HiSeq2000 high throughput sequencing. ED performed quality analysis of sequences and the first alignment for controlling the read mappability on the reference genome. ALQ designed the experiments, participated in the preparation of RNA samples for RNAseq, analyzed the data and drafted the manuscript**.** All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Qualitative analysis of RNA samples and effect of the rRNA subtractions. Click here for file

Additional file 2 Descriptive statistics of the RNAseq Data. Click here for file

Additional file 3 Histogram representing the log10-transformed read count number per CDS for all treatments. Click here for file

Additional file 4 Histogram representing the log2-fold changes obtained for all CDS and all comparisons. Click here for file

Additional file 5 Scatter plot representations of RNAseq data. Click here for file

Additional file 6 MA plot representations of RNAseq data. Click here for file

Additional file 7 Comparison between quantitative PCR and RNAseq data. Click here for file

Additional file 8 Estimation of the biological variations. Click here for file

Additional file 9 Global effect of the metal treatment on the regulation of genes as classified by COG functional categories. Click here for file

Additional file 10 **Strains, plasmids and primers used **[59]**,**[60]**.** Click here for file

Additional file 11 Primers used for quantitative PCR assays. Click here for file

## References

[B1] KampaMCastanasEHuman health effects of air pollutionEnviron Pollut2008151236236710.1016/j.envpol.2007.06.01217646040

[B2] NwucheCOUgojiEOEffects of heavy metal pollution on the soil microbial activityInt J Environ Sci Te200853409414

[B3] GhoshMSinghSPA Review on Phytoremediation of Heavy Metals and Utilization of It’s by ProductsAsian J Energy Environ20056418

[B4] FrérotHLefebvreCGruberWCollinCDos SantosAEscarreJSpecific interactions between local metallicolous plants improve the phytostabilization of mine soilsPlant Soil20062821–25365

[B5] MahieuSFrerotHVidalCGalianaAHeulinKMaureLBrunelBLefebvreCEscarreJCleyet-MarelJC*Anthyllis vulneraria/Mesorhizobium metallidurans*, an efficient symbiotic nitrogen fixing association able to grow in mine tailings highly contaminated by ZnPb and Cd. Plant Soil20113421–2405417

[B6] EscarreJLefebvreCRaboyeauSDossantosAGruberWMarelJCCFrérotHNoretNMahieuSCollinCHeavy Metal Concentration Survey in Soils and Plants of the Les Malines Mining District (Southern France): Implications for Soil RestorationWat Air Soil Pollut20112161–4485504

[B7] VidalCChantreuilCBergeOMaureLEscarreJBenaGBrunelBCleyet-MarelJC*Mesorhizobium metallidurans* sp nov., a metal-resistant symbiont of *Anthyllis vulneraria* growing on metallicolous soil in Languedoc, FranceInt J Syst Evol Microbiol20095985085510.1099/ijs.0.003327-019329619

[B8] NiesDHMicrobial heavy-metal resistanceAppl Microbiol Biotech199951673075010.1007/s00253005145710422221

[B9] NiesDHEfflux-mediated heavy metal resistance in prokaryotesFEMS Microbiol Rev2003272–33133391282927310.1016/S0168-6445(03)00048-2

[B10] MaZJacobsenFEGiedrocDPCoordination Chemistry of Bacterial Metal Transport and SensingChem Rev2009109104644468110.1021/cr900077w19788177PMC2783614

[B11] JanssenPJVan HoudtRMoorsHMonsieursPMorinNMichauxABenotmaneMALeysNVallaeysTLapidusAThe Complete Genome Sequence of *Cupriavidus metallidurans* Strain CH34, a Master Survivalist in Harsh and Anthropogenic EnvironmentsPLoS One201055e1043310.1371/journal.pone.001043320463976PMC2864759

[B12] MonsieursPMoorsHVan HoudtRJanssenPJJanssenAConinxIMergeayMLeysNHeavy metal resistance in *Cupriavidus metallidurans* CH34 is governed by an intricate transcriptional networkBioMetals20112461133115110.1007/s10534-011-9473-y21706166

[B13] VallenetDEngelenSMornicoDCruveillerSFleuryLLajusARouyZRocheDSalvignolGScarpelliCMicroScope: a platform for microbial genome annotation and comparative genomicsDatabase (Oxford)20092009bap02110.1093/database/bap02120157493PMC2790312

[B14] MonchySBenotmaneMAJanssenPVallaeysTTaghaviSvan der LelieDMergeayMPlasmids pMOL28 and pMOL30 of *Cupriavidus metallidurans* are specialized in the maximal viable response to heavy metalsJ Bacteriol2007189207417742510.1128/JB.00375-0717675385PMC2168447

[B15] MicroScope web interface RNAseq projectshttp://www.genoscope.cns.fr/agc/microscope/expdata/rnaseqProjects.php

[B16] AndersSHuberWDifferential expression analysis for sequence count dataGenome Biol20101110R10610.1186/gb-2010-11-10-r10620979621PMC3218662

[B17] BenjaminiYHochbergYControlling the False Discovery Rate - a Practical and Powerful Approach to Multiple TestingJ Roy Stat Soc B Met1995571289300

[B18] TatusovRLNataleDAGarkavtsevIVTatusovaTAShankavaramUTRaoBSKiryutinBGalperinMYFedorovaNDKooninEVThe COG database: new developments in phylogenetic classification of proteins from complete genomesNucleic Acids Res2001291222810.1093/nar/29.1.2211125040PMC29819

[B19] PereiraSILimaAIFigueiraEMScreening possible mechanisms mediating cadmium resistance in Rhizobium leguminosarum bv. viciae isolated from contaminated Portuguese soilsMicrob Ecol200652217618610.1007/s00248-006-9057-516897308

[B20] WangAYCrowleyDEGlobal gene expression responses to cadmium toxicity in *Escherichia coli*J Bacteriol200518793259326610.1128/JB.187.9.3259-3266.200515838054PMC1082819

[B21] KawaharadaYKiyotaHEdaSMinamisawaKMitsuiHIdentification of the *Mesorhizobium loti* gene responsible for glycerophosphorylation of periplasmic cyclic beta-1,2-glucansFEMS Microbiol Lett2010302213113710.1111/j.1574-6968.2009.01843.x19951365

[B22] TaghaviSLesaulnierCMonchySWattiezRMergeayMvan der LelieDLead(II) resistance in *Cupriavidus metallidurans* CH34: interplay between plasmid and chromosomally-located functionsAntonie Van Leeuwenhoek200996217118210.1007/s10482-008-9289-018953667

[B23] AikingHKokKvan Heerikhuizen H, van ‘t Riet JAdaptation to Cadmium by *Klebsiella aerogenes* Growing in Continuous Culture Proceeds Mainly via Formation of Cadmium SulfideAppl Environ Microbiol19824449389441634611910.1128/aem.44.4.938-944.1982PMC242120

[B24] McEnteeJDWoodrowJRQuirkAVInvestigation of cadmium resistance in an *Alcaligenes* spAppl Environ Microbiol1986513515520396381010.1128/aem.51.3.515-520.1986PMC238911

[B25] MacaskieLEBonthroneKMYongPGoddardDTEnzymically mediated bioprecipitation of uranium by a *Citrobacter* sp.: a concerted role for exocellular lipopolysaccharide and associated phosphatase in biomineral formationMicrobiology-Uk20001461855186710.1099/00221287-146-8-185510931890

[B26] ZellerTKlugGThioredoxins in bacteria: functions in oxidative stress response and regulation of thioredoxin genesNaturwissenschaften200693625926610.1007/s00114-006-0106-116555095

[B27] LiXKKrumholzLRThioredoxin Is Involved in U(VI) and Cr(VI) Reduction in *Desulfovibrio desulfuricans* G20J Bacteriol2009191154924493310.1128/JB.00197-0919482922PMC2715717

[B28] SlaveykovaVIParthasarathyNDedieuKToescherDRole of extracellular compounds in Cd-sequestration relative to Cd uptake by bacterium *Sinorhizobium meliloti*Environ Pollut201015882561256510.1016/j.envpol.2010.05.01620541857

[B29] YamamotoKIshihamaATranscriptional response of *Escherichia coli* to external zincJ Bacteriol2005187186333634010.1128/JB.187.18.6333-6340.200516159766PMC1236622

[B30] BlindauerCAHarrisonMDRobinsonAKParkinsonJABownessPWSadlerPJRobinsonNJMultiple bacteria encode metallothioneins and SmtA-like zinc fingersMol Microbiol20024551421143210.1046/j.1365-2958.2002.03109.x12207707

[B31] GrassGFanBRosenBPFrankeSNiesDHRensingCZitB (YbgR), a member of the cation diffusion facilitator family, is an additional zinc transporter in *Escherichia coli*J Bacteriol2001183154664466710.1128/JB.183.15.4664-4667.200111443104PMC95364

[B32] AntonAGrosseCReissmannJPribylTNiesDHCzcD is a heavy metal ion transporter involved in regulation of heavy metal resistance in *Ralstonia* sp. strain CH34J Bacteriol199918122687668811055915110.1128/jb.181.22.6876-6881.1999PMC94160

[B33] PaulsenITSaierMHJrA novel family of ubiquitous heavy metal ion transport proteinsJ Membr Biol199715629910310.1007/s0023299001929075641

[B34] PerretenVSchwarzFVTeuberMLevySBMdt(A), a new efflux protein conferring multiple antibiotic resistance in *Lactococcus lactis* and *Escherichia coli*Antimicrob Agents Chemotherapy20014541109111410.1128/AAC.45.4.1109-1114.2001PMC9043211257023

[B35] NishinoKNikaidoEYamaguchiARegulation of multidrug efflux systems involved in multidrug and metal resistance of *Salmonella enterica* serovar typhimuriumJ Bacteriol2007189249066907510.1128/JB.01045-0717933888PMC2168627

[B36] LeeLJBarrettJAPooleRKGenome-wide transcriptional response of chemostat-cultured *Escherichia coli* to zincJ Bacteriol200518731124113410.1128/JB.187.3.1124-1134.200515659689PMC545701

[B37] Baker-AustinCWrightMSStepanauskasRMcArthurJVCo-selection of antibiotic and metal resistanceTrends Microbiol200614417618210.1016/j.tim.2006.02.00616537105

[B38] ArguelloJMIdentification of ion-selectivity determinants in heavy-metal transport P1B-type ATPasesJ Membr Biol200319529310810.1007/s00232-003-2048-214692449

[B39] RossbachSMaiDJCarterELSauviacLCapelaDBruandCde BruijnFJResponse of *Sinorhizobium meliloti* to elevated concentrations of cadmium and zincAppl Environ Microbiol200874134218422110.1128/AEM.02244-0718469129PMC2446505

[B40] RensingCMitraBRosenBPThe *zntA* gene of *Escherichia coli* encodes a Zn(II)-translocating P-type ATPaseProc Natl Acad Sci USA19979426143261433110.1073/pnas.94.26.143269405611PMC24962

[B41] NuciforaGChuLMisraTKSilverSCadmium Resistance from *Staphylococcus*-*Aureus* Plasmid *Pi258* CadA Gene Results from a Cadmium-Efflux ATPaseProc Natl Acad Sci USA198986103544354810.1073/pnas.86.10.35442524829PMC287174

[B42] FabianekRAHenneckeHThony-MeyerLPeriplasmic protein thiol: disulfide oxidoreductases of *Escherichia coli*FEMS Microbiol Rev200024330331610.1111/j.1574-6976.2000.tb00544.x10841975

[B43] FongSTCamakarisJLeeBTOMolecular-Genetics of a Chromosomal Locus Involved in Copper Tolerance in *Escherichia coli* K-12Mol Microbiol19951561127113710.1111/j.1365-2958.1995.tb02286.x7623666

[B44] PatzerSIHantkeKThe ZnuABC high-affinity zinc uptake system and its regulator Zur in *Escherichia coli*Mol Microbiol19982861199121010.1046/j.1365-2958.1998.00883.x9680209

[B45] PatzerSIHantkeKThe zinc-responsive regulator Zur and its control of the znu gene cluster encoding the ZnuABC zinc uptake system in *Escherichia coli*J Biol Chem200027532243212433210.1074/jbc.M00177520010816566

[B46] PaninaEMMironovAAGelfandMSComparative genomics of bacterial zinc regulons: Enhanced ion transport, pathogenesis, and rearrangement of ribosomal proteinsProc Natl Acad Sci USA2003100179912991710.1073/pnas.173369110012904577PMC187884

[B47] PetrarcaPAmmendolaSPasqualiPBattistoniAThe Zur-Regulated ZinT Protein Is an Auxiliary Component of the High-Affinity ZnuABC Zinc Transporter That Facilitates Metal Recruitment during Severe Zinc ShortageJ Bacteriol201019261553156410.1128/JB.01310-0920097857PMC2832539

[B48] GabbianelliRScottiRAmmendolaSPetrarcaPNicoliniLBattistoniARole of ZnuABC and ZinT in *Escherichia coli* O157:H7 zinc acquisition and interaction with epithelial cellsBMC Microbiol2011113610.1186/1471-2180-11-3621338480PMC3053223

[B49] MillerWGLeveauJHJLindowSEImproved *gfp* and *inaZ* broad-host-range promoter-probe vectorsMol Plant Microb Interact200013111243125010.1094/MPMI.2000.13.11.124311059491

[B50] BeringerJER factor transfer in *Rhizobium leguminosarum*J Gen Microbiol197484118819810.1099/00221287-84-1-1884612098

[B51] SambrookJFritschEFManiatisTMolecular Cloning: A Laboratory Manual19892New York: Cold Spring Harbour Laboratory Press

[B52] ChenWPKuoTTA simple and rapid method for the preparation of Gram-negative bacterial genomic DNANucleic Acids Res19932192260226010.1093/nar/21.9.22608502576PMC309503

[B53] Genome Browser MaGe interfacehttps://www.genoscope.cns.fr/agc/microscope/mage/viewer.php

[B54] MicroScope collaborative projectshttps://www.genoscope.cns.fr/agc/microscope/about/collabprojects.php?P_id=3

[B55] NingZCoxAJMullikinJCSSAHA: a fast search method for large DNA databasesGenome Res200111101725172910.1101/gr.19420111591649PMC311141

[B56] QuinlanARHallIMBEDTools: a flexible suite of utilities for comparing genomic featuresBioinformatics201026684184210.1093/bioinformatics/btq03320110278PMC2832824

[B57] PfafflMWA new mathematical model for relative quantification in real-time RT-PCRNucleic Acids Res2001299e4510.1093/nar/29.9.e4511328886PMC55695

[B58] HayashiMMaedaYHashimotoYMurookaYEfficient transformation of Mesorhizobium huakuii subsp. rengei and Rhizobium speciesJ Biosci Bioeng200089655055310.1016/S1389-1723(00)80055-916232796

[B59] DurfeeTNelsonRBaldwinSPlunkettGIIIBurlandVMauBPetrosinoJFQinXMuznyDMAyeleMThe Complete Genome Sequence of *Escherichia coli* DH10B: Insights into the Biology of a Laboratory WorkhorseJ Bacteriol200819072597260610.1128/JB.01695-0718245285PMC2293198

[B60] JarvisBDWVan BerkumPChenWXNourSMFernandezMPCleyet-MarelJCGilliMTransfer of *Rhizobium loti*, *Rhizobium huakuii*, *Rhizobium ciceri*, *Rhizobium mediterraneum*, and *Rhizobium tianshanense* to *Mesorhizobium* gen. novInt J Syst Bacteriol199747389589810.1099/00207713-47-3-895

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 1 — Qualitative analysis of RNA samples and effect of the rRNA subtractions.

## Slide 1

Additional file 1: Qualitative analysis of RNA samples and effect of the rRNA subtractions. The top 6 chromatograms show the total RNA samples with RIN values calculated in parentheses. The 6 chromatograms at the bottom illustrate the profiles of the rRNA-depleted samples after two rounds of subtraction using the Microbe Express kit (Ambion). Sample identity is shown at the top of each chromatogram.

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 2 — Descriptive statistics of the RNAseq Data.

**Additional file 2**: Descriptive statistics of the RNAseq Data

| **Read Count Statistics *** | **STM 2683** | | | **STM 4661** | | |
| --- | --- | --- | --- | --- | --- | --- |
|  | **Cadmium** | **Control** | **Zinc** | **Cadmium** | **Control** | **Zinc** |
| **Nb. of observations** | 6908 | 6908 | 6908 | 7065 | 7065 | 7065 |
| **Minimum** | 0.699 | 0.699 | 0.699 | 0.301 | 0.000 | 0.301 |
| **Maximum** | 7.452 | 7.562 | 7.414 | 7.607 | 7.516 | 7.514 |
| **Quartile 1** | 2.709 | 2.738 | 2.803 | 2.621 | 2.620 | 2.682 |
| **Median** | 3.156 | 3.180 | 3.234 | 3.078 | 3.072 | 3.128 |
| **Quartile 3** | 3.582 | 3.609 | 3.656 | 3.515 | 3.504 | 3.561 |
| **Mean** | 3.135 | 3.170 | 3.221 | 3.060 | 3.053 | 3.112 |
| **Variance (n-1)** | 0.460 | 0.454 | 0.448 | 0.488 | 0.481 | 0.475 |
| **Standard deviation (n-1)** | 0.678 | 0.674 | 0.669 | 0.699 | 0.694 | 0.689 |
|  |  |  |  |  |  |  |
| **Expression Statistics**** | **STM 2683** | | | **STM 4661** | | |
|  | **Zinc /Control** | **Cadmium /Control** | **Cadmium /Zinc** | **Zinc /Control** | **Cadmium /Control** | **Cadmium /Zinc** |
| **Nb. of observations** | 6860 | 6860 | 6860 | 7013 | 7013 | 7013 |
| **Minimum** | -4.370 | -1.750 | -1.470 | -2.980 | -1.440 | -1.950 |
| **Maximum** | 4.650 | 3.480 | 6.680 | 5.320 | 4.190 | 7.150 |
| **Quartile 1** | -0.130 | -0.140 | -0.130 | -0.140 | -0.110 | -0.110 |
| **Median** | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 | 0.000 |
| **Quartile 3** | 0.130 | 0.130 | 0.120 | 0.130 | 0.120 | 0.110 |
| **Mean** | 0.000 | -0.003 | -0.006 | 0.002 | 0.011 | 0.001 |
| **Variance (n-1)** | 0.069 | 0.064 | 0.075 | 0.069 | 0.058 | 0.068 |
| **Standard deviation (n-1)** | 0.262 | 0.252 | 0.274 | 0.262 | 0.240 | 0.261 |

* Descriptive statistics of read counts obtained for the two isolates (STM 2683 or STM 4661) and each treatment (Cadmium, Control and Zinc) obtained from all genomic objects (Nb. of observations) after logarithmic transformation

** Descriptive statistics of differential expression obtained for the two isolates and all possible comparisons (Zinc / Control ; Cadmium / Control ; Cadmium / Zinc) obtained from all genomic objects excluding tRNAs and rRNAs (Nb. of observations) after logarithmic base-2 transformation

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 3 — Histogram representing the log10-transformed read count number per CDS for all treatments.

## Slide 1

Additional file 3: Histogram representing the log10-transformed read count number per CDS for all treatments. (TOP) Histogram showing the number of genomic objects (Frequency) classified according to their respective log-transformed read numbers using intervals of 0.1 for STM 2683 (A-C) and STM 4661 (D-F), and in the three treatments tested: metal-free control (A and D), Zinc (B and E) or Cadmium (C and F).

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 4 — Histogram representing the log2-fold changes obtained for all CDS and all comparisons.

## Slide 1

Additional file 4: Histogram representing the log2 fold changes obtained for all CDS and all comparisons. Histogram showing the numbers of CDS (Frequency) classified according to their log2 fold changes using intervals of 0.05 for STM2683 (A-C) and STM4661 (D-F) obtained from the three possible comparisons Zinc / Control (A and D), Cadmium / Control (B and E) or Cadmium / Zinc (C and F).

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 5 — Scatter plot representations of RNAseq data.

## Slide 1

Mean read number
Additional file 5: Scatter plot representations of RNAseq data . Data from STM 2683 (A and C) and STM 4661 (B and D). Read numbers for all predicted CDS after Zinc (A and B) or Cadmium (C and D) treatments are reported on the Y axes and plotted against their respective read numbers in the metal-free control treatments on the X axes. The data were colored according to their mean CDS read number between treatments, data ranging from 0 to 99 (Blue squares), from 100 to 999 (red squares), from 1,000 to 9,999 (green triangles) and above 10,000 (purple crosses) were used to calculate the Correlation factors (R2 ) indicated on the graphs using the same color code.

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 6 — MA plot representations of RNAseq data.

## Slide 1

Additional file 6: MA plot representations of RNAseq data. MA plot representing the differential expression obtained for STM 2683 (A and C) and STM 4661 (B and D) for each metal vs control experiment. Mean read numbers for the compared treatments Zinc vs Control (A and B) or Cadmium vs Control (C and D) for each predicted CDS are reported on the X axes and plotted against their respective log 2 transformed fold changes on the Y axes. Red stars refer to CDS with a padj value below 0.1.

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 7 — Comparison between quantitative PCR and RNAseq data.

## Slide 1

Additional file 7: Comparison between quantitative PCR and RNAseq data. The log2 fold changes of expression following metal treatments as compared to the control TY treatments for the Heavy-metal-translocating P-type ATPase encoding gene cadA (MESS2v1_740030 and MESS4v1_360013), the periplasmic binding protein of the ABC type transporter encoding gene znuC (MESS2v1_300037 and MESS4v1_520016) and the putative Signal peptidase II encoding gene (MESS2v1_740019 and MESS4v1_360023) were calculated using the reference genes recA (MESS2v1_330003 and MESS4v1_540005) and glnA (MESS2v1_390006 and MESS4v1_580041) for STM 2683 (A, B) and STM 4661 (D, E), respectively. Dark and light grey bars correspond to two independent qPCR experiments and black bars to RNAseq data. The correlation factors (R2) between qPCR and RNAseq data were calculated after combining results from both the metals used and plotting the log2 fold changes (Metal/Control) obtained by RNAseq (X axes) against the average of the two replicates obtained by qPCR (Y axes) for STM 2683 (C) and STM 4661 (F). When shown, error bars correspond to the qPCR (+/-) standard deviations calculated from three technical replicates. (*) indicate target genes with adjusted p-values under 10-10 after DESeq analysis of the RNAseq data.

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 8 — Estimation of the biological variations.

## Slide 1

Additional file 8: Estimation of biological variations. The log2 fold changes of expression in Zinc (A) and Cadmium (B) treated cells as compared to the Control TY cells for the Heavy–metal-translocating P-type ATPase encoding gene cadA (MESS2v1_740030), the periplasmic binding protein of the ABC type transporter encoding gene znuC (MESS2v1_300037) and the putative Signal peptidase II encoding gene (MESS2v1_740019) were calculated using the reference genes recA (MESS2v1_330003) and glnA (MESS2v1_390006) for STM 2683. The RNAseq differential expression values are shown as black bars. Blue bars (two independent replicates) show the relative log2 fold changes (Metal / Control) as analyzed by qPCR using pooled RNA samples, and error bars correspond to three technical replicates. The three red bars (three independent replicates) show the relative log2 fold changes (Metal / Control) as analyzed by qPCR using RNA samples corresponding to biological replicates, and error bars correspond to three biological replicates. The scatter plot (C) shows the average log2 fold changes (Metal / Control) from the two replicates on pooled RNA samples (X Axis ) against the mean from three replicates on RNA samples from 3 biological replicates (Y Axis) which was used to calculate the correlation factors (R2) indicated on the graph.

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 9 — Global effect of the metal treatment on the regulation of genes as classified by COG functional categories.

## Slide 1

Additional file 9: Global effect of metal treatment on the regulation of genes as classified by COG functional categories. Box plots representing the distributions of the log 2-transformed ratios of read numbers from the metal treatments per read numbers from control treatments, for CDS assigned to COG classes C to V (indicated at the bottom of each graph), for isolate STM 2683 (A and B) or STM 4661 (C and D) upon Zinc (A and C) or Cadmium (B and D) exposure. When within the scale, circles correspond to outliers and asterisks to extreme outliers and the blue color indicate extreme values. Black lanes and red crosses within boxes correspond to the median and average values respectively. Note that approximately 75 % of the data from class J (labeled in red) present a negative log 2-fold change.

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 10 — Strains, plasmids and primers used [59],[60].

**Additional file 10**: Strains, plasmids and primers used.

| **Strains**  **Plasmids**  **Primers** | **Characteristics** | **Source/ reference / amplified region** |
| --- | --- | --- |
| **Strains** |  |  |
| ***Escherichia coli* strains** |  |  |
| DH10B | F- *endA1 recA1 galE15 galK16 nupG rpsL* Δ*lac*X74 Φ80l*ac*ZΔM15 *araD139* Δ(ara,leu)7697 | [59] |
|  | *mcrA* Δ(*mrr-hsdRMS-mcrBC*) λ- |  |
| XL2 Blue Ultra-competent Cells | endA1 supE44 thi-1 hsdR17 recA1 gyrA96 relA1 lac [F´ proAB lacIqZΔM15 Tn10 (Tetr) Amy Camr] | Stratagene |
|  |  |  |
| ***Mesorhizobium* strains** |  |  |
| *M. metallidurans* STM 2683^T^ | wild-type from the Avinieres mine | [7] |
| *Mesorhizobium* sp. STM 4661 | wild-type from the Eylie mine | This study |
| *M. tianshanense* ORS 2740^T^ | wild-type | [60] |
| *Mesorhizobium* sp. STM 2682 | wild-type from the Prunarede site | [5] |
|  |  |  |
| **Plasmids** |  |  |
| pGEM-T Easy | lacPOZ, cloning vector | Promega |
| pGEM-*cad*Ap | pGEM-T Easy containing the HindIII *cad*A promotor, Ap^R^ | Maynaud *et al.* (unpublished observation) |
| pGEMt-*znu*Cp | pGEM-T Easy containing the HindIII *znu*C promotor, Ap^R^ | This study |
| pPROBE-GT | promoter-probe vector with gfp gene, Gm^R^ | [49] |
| pGT-*cad*Ap | pPROBE GT containing HindIII *cad*A promotor downstream *gfp* gene, Gm^R^ | Maynaud *et al.* (unpublished observation) |
| pGT-*znu*Cp | pPROBE GT containing HindIII *znu*C promotor downstream *gfp* gene, Gm^R^ | This study |
|  |  |  |
| **Primers** |  |  |
| STM 2953-Forward | 5’-AAGCTTAGAGTCGCGGTTCGC-3’ | *This study / znu*C promoter region |
| STM 2954-Reverse | 5’-AAGCTTCCAGCGTCAGGTCG-3’ | *This study / znu*C promoter region |
|  |  |  |

# Supplementary material for: Genome-wide transcriptional responses of two metal-tolerant symbiotic Mesorhizobium isolates to Zinc and Cadmium exposure
**Source:** BMC Genomics. 2013 Apr 30;14:292. doi: 10.1186/1471-2164-14-292
**Supplement:** Additional file 11 — Primers used for quantitative PCR assays.

**Additional file 11**: Primers used for quantitative PCR assays.

| **Primer name** | **Primer sequence (5' - 3')** | **STM 2683 CDS** | **STM 4661 CDS** | **Product (gene)** |
| --- | --- | --- | --- | --- |
| STM 2772 Forward | CGTCCCGCCGCTCGTCTTTG | MESS2v1_740030 | MESS4v1_360013 | Heavy-metal-translocating P-type ATPase (*cad*A) |
| STM 2773-Reverse | CCCGCCCTTCATCAGCAATCCC |  |  |  |
| STM 2782-Forward | CAGCGGCAAGACGGTCAC | MESS2v1_300037 | MESS4v1_520016 | ABC transporter, periplasmic binding protein (*znu*A) |
| STM 2773-Reverse | CGCCTTCACTTCGCCTTCG |  |  |  |
| STM 2957-Forward | TGGTGCTCGGCTACAATGAAGG | MESS2v1_740019 | MESS4v1_360023 | Signal peptidase II, Aspartic peptidase, MEROPS family A08 |
| STM 2958-Reverse | CCACTCGCTCCGCCAGAAATG |  |  |  |
| STM 2778-Forward | CGGTGCTGCTCGCCTATTC | MESS2v1_390006 | MESS4v1_580041 | Glutamine synthetase I (*gln*A) |
| STM 2779-Reverse | TCCTTGTCCATCGGCTGTCC |  |  |  |
| STM 2776-Forward | GGCGAGGGCGTGTCCAAG | MESS2v1_330003 | MESS4v1_540005 | Recombinase A (*rec*A) |
| STM 2777-Reverse | TGCCGCAGTGCCAGTTCG |  |  |  |

How the deposited data were processed for this re-analysis (not part of the article)

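RNA-seq counts of *M. metallidurans* STM 2683 and *Mesorhizobium* sp. STM 4661 were re-analysed, with 3 libraries per strain: control, 0.5 mM Zn and 0.025 mM Cd, each after 5 h. Each library was made from the pooled RNA of 6 cultures, and each condition has 1 library. The deposited files give 1 raw count per annotated genomic object (CDS, rRNA, tRNA and other RNA) and library, without normalization. According to the authors, they made these counts from 36 bp reads mapped with ssaha2 onto the annotated objects of each strain's draft genome, and counted uniquely mapped reads per object with BEDtools. The submitters' notes name SAMtools 0.1.12a, R 2.13.1 and DESeq 1.4.1. Neither the paper, its additional files nor the sample records used here give the versions of ssaha2 and BEDtools, or say whether the strand of a read was used in counting. The count column of the Cd files carries a header that abbreviates another element, and these files were taken as Cd from their names and sample records.

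Totals per library ranged from 64046699 to 76516465 counts, and from 27349424 to 37212727 without tRNA and rRNA. The median gene had over 1000 counts in each library, so that counting error is small for most genes. Cultures, pools and library preparations are not replicated, so their variation is not in any interval. The values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, the TMM factors and edgeR calls with R 4.3.3 and edgeR 4.0.16, and the local regression with locfit 1.5.9.12. Figures were drawn with matplotlib 3.10.9.

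Size factors were computed within each strain as the median of ratios to the geometric mean over its 3 libraries, without tRNA and rRNA. They were 0.985, 1.112 and 0.912 for control, Zn and Cd in STM 2683 and 0.952, 1.088 and 0.963 in STM 4661. The log2 fold is the ratio of scaled counts, with no pseudocount, and its 95% interval is the exact conditional binomial interval of a ratio of 2 Poisson counts. A gene was taken as measured in a comparison at a mean scaled count of at least 50 over the compared libraries, and as changed at an absolute log2 fold of at least 1. This is a rule of size and not a test, since the spread between cultures of a condition is not known. The strains are different isolates and were not used as replicates of each other.

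The DESeq procedure for conditions without replicates was rebuilt. The paper names this standard protocol without its settings, and here it was run with the variance fitted by local regression over the 3 libraries of a strain as if they were replicates, a conditional negative binomial test of each metal against the control, and an FDR of 0.1 by the Benjamini-Hochberg method over all genes without tRNA and rRNA. The bias correction of the dispersion in DESeq was not used. Only the number of genes called and their overlap with Tables 4 and 5 are given. Overlap of the responses to Zn and Cd was set beside 100 simulated sets of unchanged libraries that share 1 control, and tRNA and neighbouring labels beside 10000 random gene lists. The R2 values are squared Pearson correlations of scaled counts across the genes of a class of mean count.

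The steps were tested on simulated data with 100 genes changed 2-fold and 100 changed 4-fold. The rebuilt procedure called 50 and 51 of the genes changed 2-fold in the 2 strains and 100 and 99 of those changed 4-fold, and called 0 unchanged genes. The rule of size took in 49 and 44 of the former, 97 and 97 of the latter, and 1 and 0 unchanged genes. These counts were drawn with a dispersion set by mean count and fitted over the real libraries of the same strain. They hold no variation particular to a gene. The few unchanged genes taken in therefore do not show how often unchanged genes pass in the real libraries. In a separate simulation with Poisson counting error only, the intervals held the true ratio for 95.0% and 95.2% of genes. This follows from how those counts were drawn, and does not show the coverage of the intervals where cultures vary.

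The genes named in the text come from a list set by a rule, and not all genes of that list appear. The list holds the genes that the paper names by label and the homologs of these genes. It also holds the 8 largest rises and the 8 largest falls per strain and metal. Up to 4 homologs of other table genes, and *recA* and *glnA*, complete it. This rule, the comparisons, the size rule and the alternatives were set before the data were examined, although the values of Tables 4 and 5 had been seen in the paper. Runs of neighbouring labels, and other genes outside the rule, were chosen after their values were seen. Homolog pairs are those printed in Tables 4 and 5. The alternatives tried were 3 other scalings (TMM, total count without tRNA and rRNA, *recA* and *glnA*), a count minimum of 0 or 200, thresholds of 0.75 and 1.5, 5 added to each scaled count, 4 variants of the rebuilt procedure, shares of counts without rRNA, medians without tRNA and rRNA, and R2 on the log10 scale or without changed genes. Lists of genes by product, among them the ribosomal protein genes, and COG classes were not analysed here, since they need the annotation of each label. Growth, quantitative PCR and promoter activity were not analysed here.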

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

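All tests in this part were chosen after the results were seen. Each strain and condition has 1 library, so no spread between cultures stands behind any value.

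Counts of tRNA, which the paper leaves out of its analysis of expression, were lower with metal: the median log2 fold was -0.56 with Zn and -0.46 with Cd over 45 tRNA of STM 2683, with 43 and 42 of them below 0, and -0.34 and -0.36 over 47 tRNA of STM 4661, with 42 and 44 below 0, while 10000 random lists of other genes matched on count had medians no lower than -0.17. The highest of these medians under 4 scalings was -0.32. All 4 scalings rest on genes other than tRNA and rRNA, and none moved the median of all genes by more than 0.07. They show tRNA lower relative to other genes under each scaling, but cannot decide whether scaling is the cause. If tRNA otherwise vary like other genes, one loss shared equally by all tRNA is argued against for Cd in STM 2683. There the log2 folds of tRNA were more widely spread than in 99.7% of the random lists. Such an equal loss stays open for Zn in STM 2683 (93.3%) and for Zn and Cd in STM 4661 (86.3% and 84.6%). A loss in the preparation of a library need not be equal across tRNA, so the spread cannot decide on it. A control library high in tRNA and a like effect of both metals cannot be told apart, since both comparisons use the same control, and the median of Cd against Zn in STM 2683 (0.029) meets both. Summed over all tRNA the log2 changes were -0.26 and 0.05 in STM 2683 and 0.05 and -0.41 in STM 4661, since 1 tRNA held 31.7% and 57.6% of the tRNA counts of the controls, and an effect of the metals on tRNA remains an untested hypothesis.

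Of the 65 homolog pairs of Tables 4 and 5, which hold by choice a gene that the paper calls in at least 1 strain and so do not stand for homologs in general, 13 with Zn and 20 with Cd lay at least 1 apart on the log2 scale, and with Cd *zntA* (MESS2_980073 and MESS4_610026, 3.60 apart) and a conserved exported protein of unknown function (MESS2_600023 at 1.10 and MESS4_680074 at -0.12, 1.22 apart) had intervals on opposite sides of 0, as had MESS2_590015 (0.34) and MESS4_680031 (-0.78), 1.12 apart with neither past 2-fold. None of these differences was tested, since each condition has 1 library, and several pairs carry neighbouring labels. Under all 4 scalings 31 of these 33 differences stayed at 1 or more. The scalings moved the median of all genes by no more than 0.07, so they could turn only differences close to 1 and do not decide on scaling. In 12 of the 13 pairs with Zn and 15 of the 20 with Cd the strains were nearer in level with the metal than without it, but pairs chosen for a large difference in fold are by that choice often far apart in the control, which enters both measures. Different levels in the controls without added metal, a chance difference of 1 control library and a difference in response therefore cannot be told apart here.

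MESS2_650166, outside Tables 4 and 5, fell with Cd at a log2 fold of -1.06 (-1.72 to -0.44) on 70, 50 and 31 counts in the control, Zn and Cd libraries, and was under 2-fold with 5 added to each scaled count (-0.96) and not counted at a minimum of 200. MESS4_780014, also outside the tables, fell with Cd at -1.13 (-1.78 to -0.50) on 69, 49 and 32 counts, and was not counted at a minimum of 200. MESS4_750297, the 3rd changed gene outside the tables, rose with Zn at 1.02 (0.99 to 1.04) on 18668, 43148 and 23698 counts.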

How the results depend on the processing

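No setting here was chosen after the results were seen. No paired analysis was possible because each condition has 1 library, and no library could be left out. Named genes gave 560 values under the 3 other scalings or with 5 added to each scaled count. Of these, 525 stayed within counting error and 35 moved. The moved values came from the total count (21) and from *recA* and *glnA* (14), where no value moved by more than 0.07. The largest move of all, 0.12, came with 5 added to each scaled count and lay within counting error. Among values at least 2-fold in size, 0 changed direction. Smaller values, which can turn sign near 0, were not checked for direction. In 3 cases a value fell under 2-fold: MESS4_750116 with Zn on the total count and on *recA* and *glnA*, and MESS2_650166 with Cd with 5 added. No scaling moved the median of all genes by more than 0.07. The number of genes changed 2-fold stayed within 1.5 times its value in 26 of 32 cases, with TMM taking in the same genes in all 4 comparisons. At a threshold of 0.75 it was 52 and 63 for Zn and Cd in STM 2683 and 58 and 54 in STM 4661, and at 1.5 it was 14 for Cd in STM 2683 and 10 for Zn in STM 4661, which follows from the threshold itself. The genes changed with both metals in STM 4661 likewise became 20 at 0.75. With a minimum of 200 counts, MESS2_980070, MESS2_650166, MESS2_p110013, MESS4_670093, MESS4_240016 and MESS4_780014 are no longer counted. The rebuilt DESeq counts stayed within 1.5 times in 31 of 32 cases, and the Cd calls of STM 4661 became 62 with the dispersion of the compared libraries only (the cause was not tested). Without rRNA in the total, by construction, the shares rose, and 3 directions against the control turned: tRNA with Zn and plasmid genes with Cd in STM 2683 became lower, and plasmid genes with Cd in STM 4661 higher. The values were tRNA 1.34%, 1.17% and 1.397% in the control, Zn and Cd libraries of STM 2683 and 2.32%, 2.45% and 1.70% in STM 4661, plasmid genes 1.61%, 1.78% and 1.58%, and 0.967%, 1.00% and 1.01%. On the log10 scale R2 in the 4 classes of rising mean count became 0.855, 0.934, 0.916 and 0.924 for Zn and 0.807, 0.930, 0.937 and 0.918 for Cd in STM 2683, and 0.813, 0.937, 0.931 and 0.864 for Zn in STM 4661; for Cd in STM 4661 it became 0.837, 0.947 and 0.895 in the 1st, 2nd and last class (the cause was not tested). Without the genes changed 2-fold, by construction, it became 0.921, 0.932 and 0.987 in the last 3 classes for Zn and 0.937 and 0.985 in the last 2 for Cd in STM 2683, and 0.924, 0.923 and 0.982 in the last 3 for Zn and 0.936 and 0.948 in the 2nd and 3rd for Cd in STM 4661. Median counts and the counts of homolog pairs kept within their limits in each case. Lists of genes by product, ribosomal proteins among them, were not run, nor were their alternatives and 2 tests planned for them. Depth limits genes with few counts: 121 to 208 genes per comparison lay under the minimum.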

Differences from the paper's values

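No test in this part was chosen after the results were seen. No compared value differed from the paper's beyond its error and by more than 1.5 times, and the log2 folds lay within 0.01 of those of Tables 4 and 5 for all 72 genes of STM 2683 and all 68 of STM 4661 with each metal. Under the total count and the *recA* and *glnA* scalings, set before the data were examined, some log2 folds lay further from the tables than counting error.

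The paper's statements differ from the values here in these points. The paper sets a lower bound on the reads left without rRNA in each library, and in STM 4661 the counts without rRNA were under it in the control (27999119) and Cd (29059403) libraries, where the paper's Table 2 gives 30,624,072 and 31,930,802 reads, and above it in the other 4. Its range of rRNA depletion starts above the lowest value here, 91.4% in STM 4661 with Cd, where Table 2 gives 92.3, while the other 5 libraries lie within it; the value here rests on counts on annotated objects, whose total is below the mapped reads of Table 2. The bound it sets on R2 for the least abundant genes is not met by Cd in STM 2683 on the linear scale (0.716) or without the changed genes (0.718), where the other 3 comparisons meet it; on the log10 scale, which the paper's methods name for the counts of Additional file 5, all 4 meet it, with 0.807 for Cd in STM 2683. The share of genes that it places within the whiskers of the fold distributions is not reached by Cd against Zn in STM 4661 (94.9%) and is reached in the other 5 comparisons (95.9% to 97.1%). It places the induction of MESS2_p180003 by Cd above a fold that the value here, 2.68-fold, does not reach, while the log2 value of Table 4 is met. The STM 2683 files hold 6907 genomic objects and 6843 CDS, 1 fewer each than the paper counts, and the highest and lowest medians, 1715 and 1433, are 1 count higher.

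At the paper's FDR the rebuilt DESeq procedure called 75 genes in STM 2683, all 72 of the paper's and 3 more. In STM 4661 it called 65, and 13 of the paper's 68 were not among them. For Zn it called 47 and for Cd 36, more and fewer than the paper, in which Cd changed more genes of this strain than Zn. With the dispersion of the compared libraries only, it called all 68 of the paper's genes among 82, 39 for Zn and 62 for Cd. Restricted to genes with a mean scaled count of at least 50 it called 56 of the 68, with TMM 55 and with edgeR 54. In STM 2683 the same settings called 72, 72, 72 and 68 of the paper's 72. These settings were set before the data were examined.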

Other observations

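The tests on neighbouring labels in this part were chosen after the results were seen, as were the genes described.

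In Table 5, 3 genes of STM 4661 for iron uptake had lower counts with Cd, and no list of iron uptake genes was tested. *fhuC* (MESS4_240016, ATPase of a ferric hydroxamate importer) fell at a log2 fold of -1.30 (-1.69 to -0.93), on counts too low for the minimum of 200, and *fbpA* (MESS4_310058, a periplasmic ferric iron-binding protein) at -1.01 (-1.07 to -0.95). *hmuS* (MESS4_670092, of hemin transport) had -0.80, short of 2-fold, and lies next by label to the transporter gene MESS4_670093. With Zn the values were -0.80 for *fhuC*, -0.86 for *fbpA* and -0.63 for *hmuS*. The homologs in STM 2683 had -0.70 (MESS2_1320036), -0.13 (MESS2_1490012) and -0.19 (MESS2_580018) with Cd. Whether the strains differ was not tested.

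A run of genes of STM 2683, MESS2_160018 to MESS2_160022, was higher with Zn. It holds the periplasmic protease DegQ (1.70, MESS2_160018), a gene of unknown function (1.71, MESS2_160019), a regulator and a sensor of a 2-component system (1.12, MESS2_160020, and 0.87, MESS2_160021) and *glnE* (0.94, MESS2_160022). With Cd these genes had 0.08 to 0.33, and the run MESS4_440007 to MESS4_440011 of STM 4661, which holds the homologs that Table 4 lists for 4 of these 5 genes, had 0.06 to 0.57 with Zn. In STM 4661 the 9 genes MESS4_750290 to MESS4_750298, around a xanthine dehydrogenase subunit (MESS4_750294), had 0.69 to 1.03 with Zn and 0.04 to 0.33 with Cd, and 2 of them stand in Table 5. In STM 2683, MESS2_1530016 to MESS2_1530018 fell with Cd at -1.52 to -1.58, from control levels of 1570, 1298 and 237 CPM. Plasmid genes changed in STM 2683, where MESS2_p180001, MESS2_p180002 and MESS2_p180003 rose with both metals and MESS2_p110013 fell with Cd (-1.25, on counts too low for the minimum of 200), of 269 measured with Zn and 268 with Cd. No measured plasmid gene of STM 4661 changed 2-fold with either metal.

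Genes that changed often carried neighbouring labels. At a log2 fold of at least 0.75 in size, among measured genes whose label ends in a plain CDS number (which leaves out MESS4_misc_RNA_9, changed with Zn), a changed neighbour was found for 38 of 52 genes with Zn and 30 of 63 with Cd in STM 2683, and for 35 of 57 and 29 of 54 in STM 4661. Chance placement is argued against, since the highest such count in 10000 random gene lists was 8 and 11 in STM 2683 and 10 and 8 in STM 4661. A candidate explanation is that neighbours are transcribed together as operons, a hypothesis made from the same data. Reads shared by overlapping neighbours stay open, since gene coordinates and read strands were not used here.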
